# Inhibition of PPARγ by BZ26, a GW9662 derivate, attenuated obesity-related breast cancer progression by inhibiting the reprogramming of mature adipocytes into to cancer associate adipocyte-like cells

**DOI:** 10.3389/fphar.2023.1205030

**Published:** 2023-08-15

**Authors:** Liangge Li, Jiafeng Geng, Wen Yu, Feifei Zhou, Zhihuan Zheng, Kaiyue Fu, Junjie Kong, Xiujing Feng

**Keywords:** obesity-related cancer, cancer-associated adipocytes, mature adipocytes, PPARγ modulator, reprogramming

## Abstract

Obesity has been associated with the development of 13 different types of cancers, including breast cancer. Evidence has indicated that cancer-associated adipocytes promote the proliferation, invasion, and metastasis of cancer. However, the mechanisms that link CAAs to the progression of obesity-related cancer are still unknown. Here, we found the mature adipocytes in the visceral fat of HFD-fed mice have a CAAs phenotype but the stromal vascular fraction of the visceral fat has not. Importantly, we found the derivate of the potent PPARγ antagonist GW9662, BZ26 inhibited the reprogramming of mature adipocytes in the visceral fat of HFD-fed mice into CAA-like cells and inhibited the proliferation and invasion of obesity-related breast cancer. Further study found that it mediated the browning of visceral, subcutaneous and perirenal fat and attenuated inflammation of adipose tissue and metabolic disorders. For the mechanism, we found that BZ26 bound and inhibited PPARγ by acting as a new modulator. Therefore, BZ26 serves as a novel modulator of PPARγ activity, that is, capable of inhibiting obesity-related breast cancer progression by inhibiting of CAA-like cell formation, suggesting that inhibiting the reprogramming of mature adipocytes into CAAs or CAA-like cells may be a potential therapeutic strategy for obesity-related cancer treatment.

## 1 Introduction

Obesity is a growing public health concern that affects a significant portion of the global population, and it has been associated with an increased risk of developing a variety of different cancers, such as breast, colon, liver, and prostate cancer (Dirat et al., 2011). Emerging evidence has shown that obesity promoted cancer cell proliferation and metastasis (Ringel et al., 2020; Rathmell, 2021). Importantly, obesity represents a poor predictor of clinical outcomes (Brown, 2021). However, the underlying mechanisms linking obesity to cancer remain elusive. Obesity is associated with high adipose mass and adipose tissue (AT) expansion and dysfunction. AT has been recognized over the years as a significant metabolic and endocrine organ because it secretes hormones, including leptin, adiponectin, and chemokines. Generally, AT is divided into white adipose tissue (WAT) and brown adipose tissue (BAT). WAT is distributed around organ and under skin separately and mainly includes the visceral and subcutaneous WAT, while BAT exists only in the neonatal and early childhood periods (Park et al., 2014a).

Because of their different anatomical positions in the body, WAT and BAT have different characteristics. WAT is best-known for storing excess energy in the form of triglycerides, whereas BAT dissipates chemical energy in the form of heat (Seale et al., 2011). In addition, AT comprises a heterogeneous cell population, including adipocytes, stem cells, macrophages, and other immune cells. Adipocytes are primary stromal cells that are considered to play an active role in the tumor microenvironment. The crosstalk between adipocytes and cancer cells can cause phenotypical and functional changes to both cell types that can further enhance tumor progression. Recent studies demonstrated that the crosstalk between hypoxic adipocytes and stromal vascular cells contributed to tumor development and progression in obese animals (Wu et al., 2019). In Dirat et al. (2010) determined that these adipocytes, known as cancer-associated adipocytes (CAAs), positively contributed to tumor progression, especially in obese women, which explains, at least in part, the poor prognosis observed in this subset of patients. CAAs are found adjacent to cancer cells and communicate with cancer cells by releasing inflammatory factors that can mediate local and systemic effects. These cells have been shown to enter the tumor microenvironment to promote the proliferation, invasion, and metastasis of cancer cells (Rybinska et al., 2021), thereby directly contributing to tumor development and progression (Park et al., 2014b).

Cancer cells reprogram mature adipocytes into CAAs through delipidation and acquiring a fibroblast-like phenotype, which is accompanied by the loss of expression of adipocyte terminal differentiation markers, such as adiponectin, leptin, and fatty acid binding protein (FABP2) and an increase in the secretion of pro-inflammatory cytokines, such as Interleukin 6 (IL-6) and plasminogen activator inhibitor-1 (PAI-1), as well as proteases, such as matrix metalloproteinase 9 (MMP9) and MMP11 (Andarawewa et al., 2005; Dirat et al., 2011). Cancer cells also secrete paracrine signals that can induce lipolysis in adipocytes, causing them to release free fatty acids (FFAs) (Dirat et al., 2011). Interestingly, during the development of obesity, pre-adipocytes differentiate incorrectly, and leptin levels increase, while adiponectin levels decrease (Picon-Ruiz et al., 2017), which is consistent with what occurs within CAAs to enable them to drive cancer progression. For example, one study found that the proliferation of MCF-7 cells increased when the cells were stimulated with the supernatant from mature adipocytes obtained from obese women compared to media that was conditioned with adipocytes from normal or underweight women (Bougaret et al., 2017). In addition, the breast tumor that was induced by the injection of E0771 in the mammary fat pad of mice fed a high-fat diet (HFD) had a larger volume than mice that were fed a normal diet (ND) (Fujisaki et al., 2015). However, questions regarding the roles of CAAs in the development of obesity-related cancer and whether CAAs-like cells exist in obese individuals still need to be answered.

Peroxisome proliferator-activated receptor gamma (PPARγ) is a member of the PPAR family of ligand-inducible transcription factors that have emerged as an attractive pharmacological target for drugs to treat various metabolic disorders such as insulin resistance (Xu et al., 2003), type II diabetes (Saltiel and Olefsky, 1996), and chronic inflammation (Buckingham, 2005). It has been well-documented that PPARγ plays a central role in adipogenesis and obesity-related complications. In particular, the receptor is involved in the occurrence and progression of cancer, and agonist ligands that modulate the activity of PPARγ have been regarded as potential drugs for chemoprevention and the treatment of cancer (Peters et al., 2012). BZ26, a novel derivate of the potent PPARγ antagonist GW9662, was previously considered as a PPARγ modulator by using molecular docking simulations (Bei et al., 2016). In this study, we employed BZ26 to elucidate the molecular mechanisms that link obesity to cancer by understanding how modulating PPARγ activity affects the differentiation of mature adipocytes to CAAs.

## 2 Materials and methods

### 2.1 Reagents

BZ26 was synthesized using a previously published method (Bei et al., 2016). A stock solution (100 mM) of the drug was prepared in DMSO. Lipofectamine™2000 was purchased from Invitrogen (Carlsbad, CA). The PPRE-Luc plasmid and dual-Luciferase reporter assay system were purchased from Promega (Madison, WI, United States). TNF-α, IL-6, CCL2, and IL-1β ELISA kits were purchased from eBioscience (San Diego, CA). Alanine/aspartate aminotransferase (ALT/AST) assay kits, as well as TC, TG, FFA, glucose, and insulin kits, were obtained from Jiancheng Bioengineering Institute (Nanjing, Jiangsu, China). The PAI-1 ELISA kit was purchased from the R&D Systems (United States). DMEM and RPMI1640 media were purchased from Gibco Cell Culture (Thermo Fisher Scientific, Grand Island, NY). All other chemicals were purchased from Sigma-Aldrich (St. Louis, MO), unless otherwise stated.

### 2.2 Mice and treatment

Male C57BL/6J mice (3 weeks old) were purchased from the Animal Genetics Research Center of Nanjing University (Nanjing, China) and housed in a specific-pathogen-free (SPF) facility. The 4 weeks year old mice were fed either a ND consisting of 4.5% fat or an HFD (D12492, 60% fat, 20% carbohydrate, 20% protein, total 5.24 kcal/g; Research Diets Inc., New Brunswick, NJ) for 16 weeks. Then these 20-week year old HFD mice (HFD mice) were grouped (*n* = 9 per group) into five groups to do the dosage dependent experiment and injected with BZ26 (1 mg/kg, 2 mg/kg, or 4 mg/kg), 2 mg/kg GW9662 (Sigma), or saline containing 0.1% DMSO intraperitoneally daily for 3 weeks separately. And for the time course experiment, 2 mg/kg BZ26 were injected into the HFD mice for 1, 2, and 3 weeks, separately. The mice were weighed daily until sacrificed under anesthesia using diethyl ether. Animal welfare and experimental procedures were followed in accordance with the Guide for Care and Use of Laboratory Animals (National Institutes of Health, United States) and the related ethical regulations of Shandong First Medical University.

### 2.3 Mice tumor model

A total of 1 × 10^6^ C57BL/6-derived breast cancer cells from the E0771 murine mammary cancer cell line in Matrigel (Corning, Cat No. 354230) were implanted either in the flank alone or in combination with 2.5 ×10^6^ vehicle- or BZ26-treated mature adipocytes of 20-week year old HFD female mice (*n* = 10 per group). After injection for 7 days, the volumes of the resulting tumors were recorded every 2 days. Finally, after injection 21 days, the tumors were resected and measured.

### 2.4 Mitotic image count

Each specimen was photographed in a 400-fold field of view with a large number of mitotic images. The number of obvious mitotic images on each photograph was counted, and the average value was calculated.

### 2.5 Score of tumor metastasis in lung tissue

Scoring criteria: 0 point, no tumor cell infiltration; 1-point, small tumor metastasis is visible; 2 points; 1-2 flaky tumor metastases can be seen; 3 points, multiple lamellar tumor metastases can be seen.

### 2.6 Isolation of mature adipocytes and SVF

Epididymis (visceral) fat and subcutaneous fat were excised from the mice. One section of the excised fat was frozen at −80°C for extracting RNA, while the other part was minced in Hanks’ Balanced Salt Solution (HBSS; Invitrogen) containing calcium, magnesium, and 0.5% bovine serum albumin (BSA). Collagenase (Type II; Sigma-Aldrich, St Louis, MO) was added to the excited tissue at a final concentration of 1 mg/mL, and the tissue suspensions were incubated at 37°C for 20–30 min with constant shaking. The resulting cell suspensions were filtered through a 100-µm filter and centrifuged at 500 *g* for 10 min to separate the floating adipocytes from the SVF-containing pellet.

### 2.7 Hematoxylin and eosin (H&E) staining

After the mice were sacrificed, the livers, skeletal muscle tissue of legs, and adipose tissues were removed, fixed in phosphate-buffered 10% formalin, and embedded in paraffin blocks. A section from each paraffin block was stained with hematoxylin and eosin (H&E) to examine the pathology of the tissues and to score the infiltration of inflammatory cells for 5–8 sections in a field of view at ×400 magnification (5–6 fields of view per gland per mouse). Scores were given based on the grade of lesion: slight (0.5), mild (1), moderate (2), severe (3), profoundly severe (4), and normal (0) (*n* = 6). Images were acquired using a fluorescence microscopy.

### 2.8 Alanine transaminase aminotransferase (ALT) and aspartate transaminase (AST) activity assay

ALT and AST levels are generally associated with hepatic steatosis and/or inflammation (Renehan et al., 2006). The ALT/AST levels in the blood serum of C57BL/6J mice were assayed using commercially available kits. The absorbance at 510 nm was measured using a Model 680 microplate reader (Bio-Rad Laboratories, Hercules, CA, United States).

### 2.9 Isothermal titration calorimetry (ITC)

ITC experiments were performed at 25°C using a MicroCal ITC200 microcalorimeter (MicroCal Inc., Northampton, MA, United States) as previously described (Feng et al., 2016). The PPARγ protein (5 mg/mL stock in PBS) and the ligand BZ26 (185 Mm stock in DMSO) used in this experiment were diluted by the same dilution buffer. Here, BZ26 stock solutions (185 mM in DMSO) were diluted to 92.5 μM by PBS. PPARγ protein solution (9.25 μM) was dissolved in phosphate buffered saline (PBS, pH = 7.4) containing the DMSO (below 0.05%). The protein was added to the cell, and the ligand solution (10 times more concentrated than the protein solution) was injected into the cell in 19 aliquots of 20 μL each for 4 s (the first injection was 0.4 μL for 0.8 s) with delay intervals of 180 s between injections. A reference titration of only the ligand in buffer was used to correct for the heat of dilution. The syringe stirring speed was set at 1,000 rpm. The thermodynamic data were processed with Origin 7.0 software provided by MicroCal. To correct for any discrepancies in the baseline outlined by the software, a manual adjustment was performed.

### 2.10 Quantitative real-time PCR

Total RNA was extracted from macrophages and reverse-transcribed into cDNA using the BioTeke Supermo III RT Kit (BioTeke Corporation, Beijing, China). Quantitative RT-PCR was employed to measure the changes in the mRNA expression levels of mouse Fabp2, leptin, adiponectin, Mmp-9, Mmp-11, and Pai-1; lipid droplet formation-related genes *Cidea*, *Plin2*, *Fitm1*, *Fitm2*, and *G0s2*; lipid uptake-related genes *Fabp1* and *Lpl*; fatty oxidation genes *Mcpt1*, *Pdk4*, *Acox1*, and *Acaa2*; lipogenesis-related genes *Fasn*, *Scd1*, *Hmgcr*, *Acaca*, and *Nrob2*; brown adipose identity genes *Pparα*, *Otop1*, and *Cidea*; thermogenic genes *Pgc1-α*, *Dio2*, and *Ucp1*; and mitochondrial electron transport genes *Cox3*, *Cox5b,* and *Cox8b* using a iCycler thermocycler system and iQ5 optical system (Bio-Rad). Threshold cycle numbers were determined using the iCycler thermocycler system software version 1.0. PCR cycling conditions comprised 1 cycle at 94°C for 5 min, followed by 40 cycles at 94°C for 30 s, 60°C for 30 s, and 72°C for 45 s. The primers used are listed in Table 1. Relative mRNA expression levels of target genes was calculated by normalizing to the control group and the level of β-actin using the 2^−ΔΔCT^ method (Livak and Schmittgen, 2001).

**TABLE 1:** Sequences of the primers used for qRT-PCR.

Gene	Forward primer	Reverse primer
IL-1b	CTT​CAG​GCA​GGC​AGT​ATC​ACT​C	TGC​AGT​TGT​CTA​ATG​GGA​ACG​T
IL-6	ACA​ACC​ACG​GCC​TTC​CCT​AC	TCT​CAT​TTC​CAC​GAT​TTC​CCA​G
Tnf-a	CGA​GTG​ACA​AGC​CTG​TAG​CCC	GTC​TTT​GAG​ATC​CAT​GCC​GTT​G
β-Actin	TGC​TGT​CCC​TGT​ATG​CCT​CT	TTT​GAT​GTC​ACG​CAC​GAT​TT
Fizz1	AGG​AGC​TGT​CAT​TAG​GGA​CAT​C	GGA​TGC​CAA​CTT​TGA​ATA​GG
Ym1	AGA​AGG​GAG​TTT​CAA​ACC​TGG​T	GTC​TTG​CTC​ATG​TGT​GTA​AGT​GA
Arg-1	CTC​CAA​GCC​AAA​GTC​CTT​AGA​G	AGG​AGC​TGT​CAT​TAG​GGA​CAT​C
CCR2	ATG​CAA​GTT​CAG​CTG​CCT​GC	ATG​CCG​TGG​ATG​AAC​TGA​GG
NOS2	GCT​TCT​GGT​CGA​TGT​CAT​GAG	TCC​ACC​AGG​AGA​TGT​TGA​AC
Adiponectin	GGA​ACT​TGT​GCA​GGT​TGG​AT	GCT​TCT​CCA​GGC​TCT​CCT​T
Cidea	ATC​ACA​ACT​GGC​CTG​GTT​ACG	TAC​TAC​CCG​GTG​TCC​ATT​TCT
Cox8b	GAA​CCA​TGA​AGC​CAA​CGA​CT	GCG​AAG​TTC​ACA​GTG​GTT​CC
Cox3	CAA​GGC​CAC​CAC​ACT​CCT​ATT	GTC​AGC​AGC​CTC​CTA​GAT​CA
Cox5b	TCT​AGT​CCC​GTC​CAT​CAG​CA	AGA​CAT​TCT​GTG​AGG​CAG​GT
Pgc-1a	CCC​TGC​CAT​TGT​TAA​GAC​C	TGC​TGC​TGT​TCC​TGT​TTT​C
Ucp1	CAC​CTT​CCC​GCT​GGA​CAC​T	CCC​TAG​GAC​ACC​TTT​ATA​CCT​AAT​GG
Fabp4	GCT​TTT​GTA​GGT​ACC​TGG​AAA​CTT	ACA​CTG​ATG​ATC​ATG​TTA​GGT​TTG​G
*Dio2*	TAC​AAA​CAG​GTT​AAA​CTG​GGT​GAA​GAT​GCT​C	GAG​CCT​CAT​CAA​TGT​ATA​CCA​ACA​GGA​AGT​C
PPARα	AAC​ATC​GAG​TGT​CGA​ATA​TGT​GG	CCG​AAT​AGT​TCG​CCG​AAA​GAA
Otop1	ACT​CTC​TGG​TTG​ACA​GTC​GC	TGT​GAG​TCT​CCA​CTT​GCA​CC
Leptin	GTG​GCT​TTG​GTC​CTA​TCT​GTC	CGT​GTG​TGA​AAT​GTC​ATT​GAT​CC
MMP-9	GGA​CCC​GAA​GCG​GAC​ATT​G	CGT​CGT​CGA​AAT​GGG​CAT​CT
MMP-11	CCA​CTC​ACT​TTC​ACT​GAG​GTG	CGT​CAA​ACG​GCA​AGT​TGT​CAC
FABP2	GTG​GAA​AGT​AGA​CCG​GAA​CGA	CCA​TCC​TGT​GTG​ATT​GTC​AGT​T
PAI-1	CAA​GCT​CTT​CCA​GAC​TAT​GGT​G	ACC​TTT​GGT​ATG​CCT​TTC​CAC

### 2.11 PPARγ gene-reporter luciferase assay

HEK293 cells were transfected with either pIRES-hPPARγ, or mutated vectors and PPRE-Luc or pRL-control using the Lipofectamine 2000 transfection reagent. The mutated vectors (i.e., pcDNA3.1 (−)-PPARγ2 (aa1-505), pcDNA3.1 (−)-PPARγ2-DBD-AF2 (aa137-505), pcDNA3.1 (−) -PPARγ2-hinge-AF2 (aa211-505), and pcDNA3.1 (−)-PPARγ2-LBD (aa319-505) vectors were generated from the Plenti-hPPARγ plasmid as previously reported (Feng et al., 2016). The plasmid pRL containing *Renilla* luciferase cDNA was used as an internal control reporter. After 24 h transfection, luciferase activities were measured using the Dual-Luciferase reporter assay system. The *Renilla* luciferase activity was normalized to the firefly luciferase activity.

### 2.12 Fat transcriptome analysis by RNA-seq

Three samples of subcutaneous and visceral fat from ND-fed and 20-week year old HFD-fed mice were sent to Novogene (Beijing, China) for RNA sequencing. Firstly, RNA degradation and contamination were monitored on 1% agarose gels. Then RNA purity was checked using the NanoPhotometer^®^ spectrophotometer (IMPLEN.CA.United States), and RNA integrity was assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, United States). For the data analysis, clean data were provided by the company; paired-end reads were mapped to the mouse genome (GRCm38 (mm10)) and assembled by TopHat Aligment and Cufflinks Pipeline from Illumina BaseSpace as a default setup. Differential expression analysis of two groups was performed using the DESeq2 R package (1.20.0). DESeq2 provide statistical routines for determining differential expression in digital gene expression data using a model based on the negative binomial distribution. Genes with an adjusted *p*-value<0.05 found by DESeq2 were assigned as differentially expressed. Gene Ontology (GO) enrichment analysis of differentially expressed genes was implemented by the clusterProfiler R package, in which gene length bias was corrected. GO terms with corrected *p*-value less than 0.05 were considered significantly enriched by differential expressed genes. KEGG is a database resource for understanding high-level functions and utilities of the biological system from the molecular-level information. We used clusterProfiler R package to test the statistical enrichment of differential expression genes in KEGG pathways.

### 2.13 Data analyses and statistics

The data reported herein are expressed as the mean ± standard error of mean (SEM). The statistical analysis was performed by Student’s t-test when only two value sets were compared. A one-way analysis of variance (ANOVA) followed by a Tukey’s multiple comparisons test were used when the data involved three or more groups. *p < 0.05, **p < 0.01, or ***p < 0.001 were considered statistically significant.

## 3 Results

### 3.1 CAA-associated genes were highly expressed in the visceral fat of HFD-fed mice

Obesity is a principal risk factor of cancer, and several different cancers are known to occur in areas rich in adipose tissue. CAAs that lie adjacent to cancer cells in the tumor microenvironment are thought to be involved in the development and metastasis of cancer. We were interested in elucidating whether CAAs or CAAs-like cells are present in adipose tissue of obese mice to establish a clearer link between obesity and cancer. 

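Epididymal fat, the visceral depot around the epididymis of male mice, was sequenced in 3 samples from ND-fed mice (4.5% fat) and 3 from HFD-fed mice (60% fat). The diets began at 4 weeks of age and lasted 16 weeks. The authors mapped the paired-end reads to the mouse genome build GRCm38 with TopHat and Cufflinks and deposited raw counts and FPKM values for 54532 genes listed by Ensembl identifier. The count totals were 18142034, 18727850 and 18859320 in the ND libraries and 17622657, 16996896 and 17763638 in the HFD libraries. A gene with 3 counts, used as the floor, corresponds to between 0.150 and 0.181 CPM (the count scaled to library size), which covers counting error only. The gene with the most counts took between 0.946% and 3.32% of a library. The FPKM values carry a factor per library that was within 1.68% of the library size scaled by edgeR's TMM method and up to 9.95% away from the count total, so the tests used the raw counts. Genes with too few counts were removed with edgeR's filterByExpr, which left 15751 genes. HFD was compared with ND by edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment. Across these genes, which are not independent replicates, Pearson's r of log2 CPM was 0.966 to 0.982 between ND libraries, 0.953 to 0.980 between HFD libraries and 0.884 to 0.953 between diets. No pair of libraries was as alike as sampling noise alone would make it, since the chi-square per gene was 25.3 or more. The choices left open were the test, the normalization, the filter on low counts, the unit and the samples included.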

Firstly, we isolated the visceral (epididymis) fat from ND-fed and HFD-fed mice and subjected the AT to RNA-Seq. 

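At an adjusted p-value under 0.05 and without a fold-change threshold, 2504 genes differed between the HFD and ND libraries by edgeR's quasi-likelihood test, of which 1552 were higher and 952 were lower on HFD. The log2 fold change was at least 1 in size for 1585 of them, and 2274 were protein-coding. In each of the 2504 genes the HFD values did not overlap the ND values, which held for 40.9% of all genes tested, against the 10% that chance gives for 3 samples against 3. With DESeq2's Wald test in place of edgeR's, 3629 genes passed, 2033 higher and 1596 lower, and 2480 genes passed both tests, all in the same direction. Leaving out 1 sample at a time gave from 474 genes, without the first HFD sample, to 3940, without the second.

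Among protein-coding genes with an average log2 CPM above 1, Slc5a7 (ENSMUSG00000023945, chromosome 17 of GRCm38 from 54273590 to 54299034) had the largest increase. Its counts were 2, 0 and 0 in the ND libraries and 1101, 999 and 1023 in the HFD libraries, at least 343-fold higher on HFD (adjusted p = 0.000270 from edgeR's quasi-likelihood test). The 1 tested gene within 500 kb had a log2 fold change of -0.13. By edgeR's estimate the next largest increases were those of St18, Siglec15, Myh15 and Gpr50, which had at most 3 counts in any ND library. They were at least 23.8-fold, 23.2-fold, 67.4-fold and 160-fold higher on HFD in turn. These bounds do not place them above Gpnmb, which had 203, 100 and 158 counts in the ND libraries and was 276-fold higher. Mmd2 had 40, 16 and 244 counts in the ND libraries and 0 in each HFD library, at least 28.2-fold lower. The size of its fall rests mostly on the third ND library, and it passed in 2 of the 6 fits that left out 1 sample. Cyp2f2 (ENSMUSG00000052974, chromosome 7 from 27119909 to 27133660) fell from 50.3 ± 21.4 CPM to 0.249 ± 0.0675 CPM (SD, n = 3 each), a log2 fold change of -7.62 (standard error 0.51, adjusted p = 0.00161 from the same edgeR test). Pon1, Lama1 and Itih4 had log2 fold changes of -5.42, -4.86 and -4.66.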

The results showed that, in the visceral fat, there were 3692 differentially expressed genes (DEGs) between the mice in the ND and HFD groups, of which 2065 genes were upregulated and 1627 genes were downregulated (Figure 1A). Inputting the bioinformatics data into the Kyoto Encyclopedia of Genes and Genomes (KEGG) database, the genes associated with classification of biological pathways of different genes between the ND and HFD group were enriched. The enriched pathways were divided into 20 categories, including neutrophil degranulation, signaling by Rho GTPase, axon guidance, platelet activation, signaling and aggregation, cell surface interactions at the vascular wall, citric acid cycle (TCA-cycle), Rho GTPase cycle, ROS, reactive oxygen and nitrogen species production in phagocytes, iron uptake and transport, signal regulatory protein family interactions, EPHB-mediated forwards signaling, focal adhesion, Rap1 signaling pathway, regulation of pyruvate dehydrogenase, complex I biogenesis, the citric acid (TCA) and respiratory electron transport, ATP (Figure 1B). 

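Over-representation was tested on 10 short lists of known members of such pathways, written by hand without Reactome or KEGG, with a one-sided Fisher's exact test and Benjamini-Hochberg adjustment over the lists. The background was the genes tested, of which 15.9% were differentially expressed. Fisher's test takes the genes as independent, so its p-values do not measure the spread between mice. For neutrophil degranulation, 52 of 76 genes were differentially expressed, 48 of them higher and 4 lower on HFD (odds ratio 11.7, adjusted p = 1.31e-23 from Fisher's exact test). A separate list of 10 neutrophil marker genes held only 1295 counts over all libraries. Of its 4 tested genes, 2 were higher and 1 was lower by edgeR's test. In a mixed tissue such lists do not say which cells their genes come from. In the platelet activation list 17 of 26 genes were higher (odds ratio 10.1, adjusted p = 9.24e-08). Of the genes for reactive oxygen and nitrogen species in phagocytes, 15 of 24 were higher (odds ratio 8.86, adjusted p = 1.04e-06). All 36 complex I subunits had negative log2 fold changes, from -0.97 to -0.02, and 16 of them passed the threshold (odds ratio 4.25, adjusted p = 9.50e-05). In the TCA cycle list 8 of 18 genes were lower (odds ratio 4.24, adjusted p = 0.00562). In the list for catabolism of branched-chain amino acids, 10 of 19 were lower (adjusted p = 0.000389). For pyruvate dehydrogenase and its regulators, 4 of 12 were lower and 1 was higher (adjusted p = 0.0377). Subunits of complexes III and V, with 7 of 24 lower, and of complex IV, with 3 of 17 lower and 1 higher, did not pass (adjusted p = 0.0823 and 0.280). Without the first HFD sample, the lists for complex I, the TCA cycle and branched-chain amino acids each had an adjusted p of 1.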

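Of the 23 CAA-related genes labelled in Figure 1C, 18 were higher and 5 were lower in the epididymal fat of HFD-fed mice than in that of ND-fed mice. By edgeR's quasi-likelihood test, 17 were higher at an adjusted p-value under 0.05 over all genes tested and 3 were lower. Adjusted over the list alone, 18 were higher and 5 lower, but the list was chosen by the paper from these same data. Il1rn (ENSMUSG00000026981, chromosome 2 of GRCm38 from 24336853 to 24351494) rose most, from 2.12 ± 0.506 CPM to 131 ± 118 CPM (SD, n = 3 each), with 104, 28.5 and 260 CPM in the HFD samples. Its log2 fold change was 5.95 (standard error 0.85, adjusted p = 0.00918 from edgeR's test). Tnfrsf1b (ENSMUSG00000028599, chromosome 4 from 145213463 to 145246870), a TNF receptor gene, rose from 41.8 ± 2.04 CPM to 159 ± 58.3 CPM (SD, n = 3 each), a log2 fold change of 1.92 (adjusted p = 0.00789). Tnf itself had 18, 10 and 19 counts on ND and 57, 35 and 73 on HFD (adjusted p = 0.0221). Mmp19, whose exons overlap those of Tmem198b, had a log2 fold change of 1.57 (adjusted p = 0.0365). Mmp13, at 2.63 (standard error 0.90), did not pass (adjusted p = 0.0878). Tnfsfm13, with a log2 fold change of 2.55, has exons that overlap those of Tnfsf12 and Tnfsf13. All 15 macrophage marker genes were also higher in the same libraries, 12 of them at an adjusted p-value under 0.05.

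The lower genes were Ngfr (log2 fold change -1.90, adjusted p = 0.0275), Mmp15 (-1.03, 0.0286), C1qtnf12 (-0.99, 0.0247), C1qtnf2 (-0.73, 0.0533) and Adipor2 (-0.71, 0.0915). Mmp15 had 46.2 ± 8.21 CPM on ND and 22.7 ± 6.33 CPM on HFD (SD, n = 3 each). With 1 sample left out at a time, Mmp11 and Tnfrsf1b passed in all 6 fits, and the number of listed genes that were higher past the threshold went from 3 to 18.

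**Figure D1:**
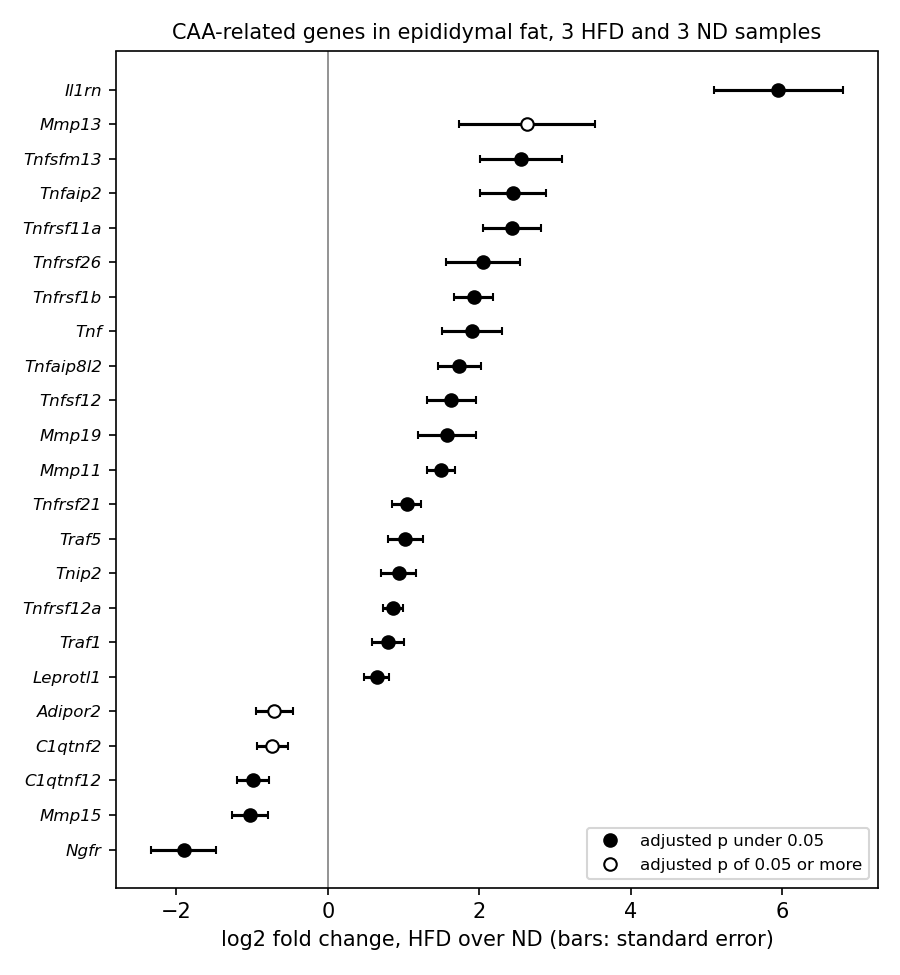
Log2 fold change (horizontal axis, HFD over ND) of each labelled CAA-related gene (vertical axis) in epididymal fat, with points for edgeR estimates and bars for standard errors; filled points have an adjusted p under 0.05. There are 18 genes to the right of 0 and 5 to the left.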

And in order to evaluate the expression difference of CAA related genes in the AT of ND and HFD mice, a heat map was generated to visualize the significant expression differences between the AT of ND and HFD groups (Figure 1C). Meanwhile, the RT-qPCR was used to verify the sequencing result and showed that CAA-related genes were more highly expressed in the visceral fat of HFD mice compared to the ND mice (Figure 1D), which suggested that CAAs or CAA-like cells are indeed present in the epididymal fat of HFD mice.

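Genes of Figure 1D were also looked up in the sequenced libraries, where the values are counts and not RT-qPCR values. Lep (ENSMUSG00000059201, chromosome 6 of GRCm38 from 29060220 to 29073877) had 1030 ± 169 CPM on ND and 2680 ± 487 CPM on HFD (SD, n = 3 each), a log2 fold change of 1.38 (standard error 0.23, adjusted p = 0.0125 from edgeR's quasi-likelihood test). Mmp11 (ENSMUSG00000000901, chromosome 10 from 75923222 to 75936496), whose exons overlap those of Chchd10, had 11.2 ± 0.969 CPM and 31.5 ± 6.86 CPM (SD, n = 3 each, adjusted p = 0.00652 from edgeR's test). Adipoq (ENSMUSG00000022878, chromosome 16 from 23146536 to 23158028) did not differ by more than the spread between samples, at 3303 ± 496 CPM on ND and 2311 ± 1416 CPM on HFD (SD, n = 3 each), with a log2 fold change of -0.52 (standard error 0.45, adjusted p = 0.457). Mmp9 (ENSMUSG00000017737, chromosome 2 from 164940780 to 164955850) was lower on HFD, with 352, 137 and 313 counts in the ND libraries and 66, 74 and 53 in the HFD libraries, a log2 fold change of -1.94 (standard error 0.35, adjusted p = 0.0149). Il6 had 6, 1 and 2 counts on ND and 4, 5 and 12 on HFD, and Fabp2 had 1 count in all libraries together, so neither was tested and a difference was not detectable at this depth. With 1 sample left out at a time, Mmp11 passed in all 6 fits, Mmp9 in 3 and Lep in 2. From the higher levels of CAA-related genes in the visceral fat of HFD mice, the paper proposes that CAAs or CAA-like cells are present in the epididymal fat of these mice.

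**Figure D2:**
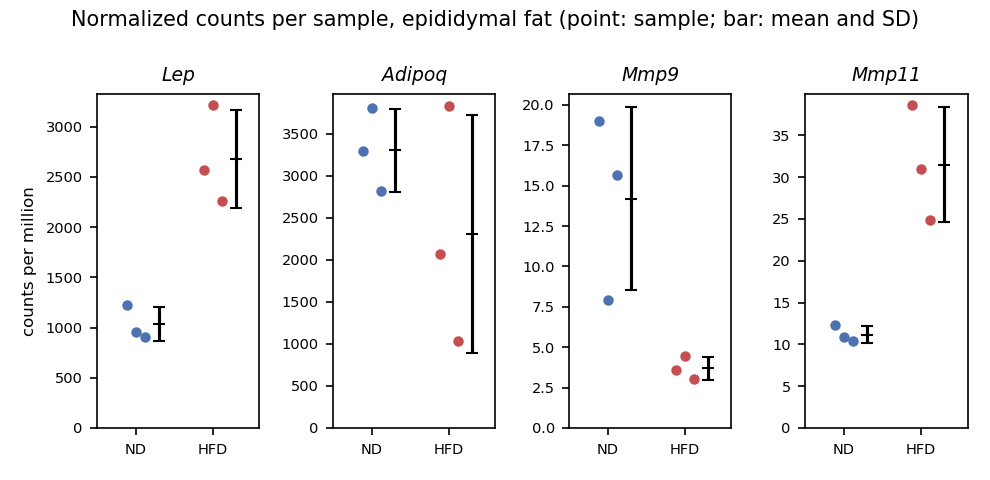
Normalized counts (vertical axes, CPM, each starting at 0) of genes of Figure 1D in the ND and HFD samples (horizontal axes); points are samples and bars are the mean and SD. Lep and Mmp11 lie higher in the HFD samples, Mmp9 lies lower, and Adipoq overlaps, with 2068, 3833 and 1032 CPM in the HFD samples.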

**FIGURE 1:**
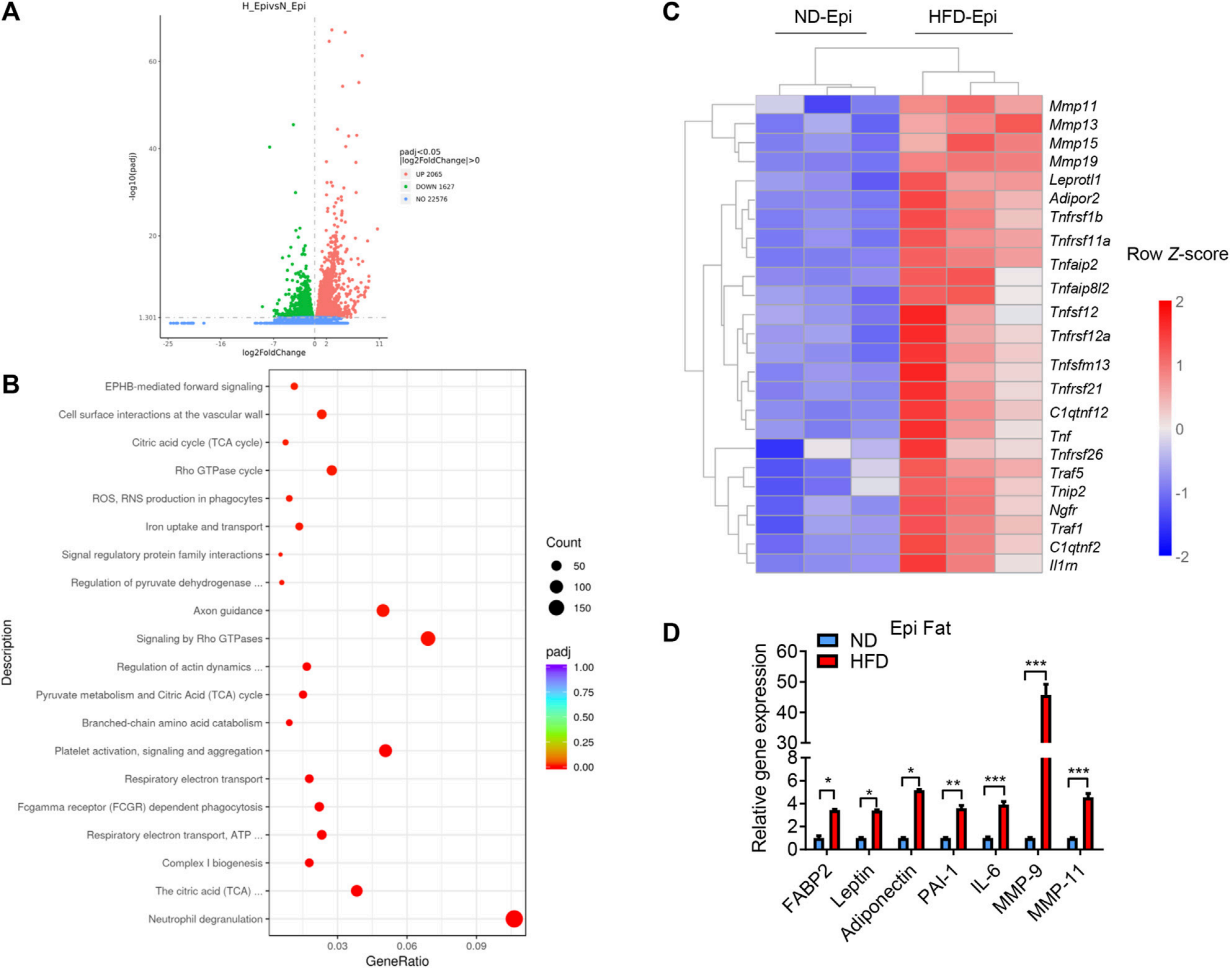
CAA associated genes were highly expressed in the visceral fat of HFD-fed mice. **(A)** Volcano plot of the up- and downregulated genes in the visceral fat of HFD-fed mice highlighted in red and green, respectively. **(B)** Dot plot of significantly enriched Reactome pathways in the visceral fat of HFD-fed and ND-fed mice. Log2FC distributions of member genes are plotted on the *x*-axis. The color of the distributions represents the *p*-value of the enriched pathway. **(C)** Heatmap depicting the levels of the differentially expressed CAAs-related genes using RNA-Seq from the visceral fat of ND-fed and HFD-fed mice. **(D)** Levels of CAA-related genes in the visceral fat of ND-fed and HFD-fed mice quantified by qRT-PCR.

### 3.2 BZ26 inhibited the formation of CAA-like cells in the HFD-fed mice

Recently, significant attention has been devoted to optimizing the structure-activity relationships of PPARγ ligands to decrease or abrogate their side effects. Modification of existing structures to increase potency and selectivity also represents a promising strategy for developing new, safer ligands or modulators of PPARγ (Doshi et al., 2010; Feng et al., 2016). During the screening of small molecules that regulate obesity-related metabolic syndrome, BZ26, a novel GW9662 derivate that was identified as a potential ligand of PPARγ via molecular docking studies (Bei et al., 2016). To assess whether BZ26 affected the formation of CAA-like cells *in vivo*, male C57BL/6J mice were fed a HFD for 16 weeks, during which the mice gradually became obese. Then, the mice were treated daily with either 1 mg/kg, 2 mg/kg, or 3 mg/kg BZ26 or vehicle for 3 weeks, GW9662, a PPARγ antagonist, was used as a control. For the time course experiment, 2 mg/kg BZ26 treated the HFD mice for 1 week, 2 or 3 weeks, separately. After BZ26 was administered to the HFD-fed mice, the epididymis fat and the serum of the mice was analyzed for CAA phenotype-related genes and the other CAA markers. The level of PAI-1 in the serum and AT of HFD mice was higher than the ND group. However, the higher protein level of PAI-1 in the serum were inhibited by 2 mg/kg BZ26 treatment for 2 or 3 weeks (Figure 2A). And its mRNA expression in the AT of HFD group was significantly inhibited by different dosage of BZ26 treatment for 3 weeks (Figure 2C). Consistently, the levels of FFA in the serum and visceral fat were also lowered by BZ26 (Figure 2B). In addition, the expressions of CAA markers, including adipocyte terminal differentiation markers (FABP2, leptin, adiponectin), inflammatory cytokine PAI-1, and proteases (MMP-9, MMP11) were upregulated in the AT of the HFD-fed mice that were treated with BZ26 (Figure 2C).

**FIGURE 2:**
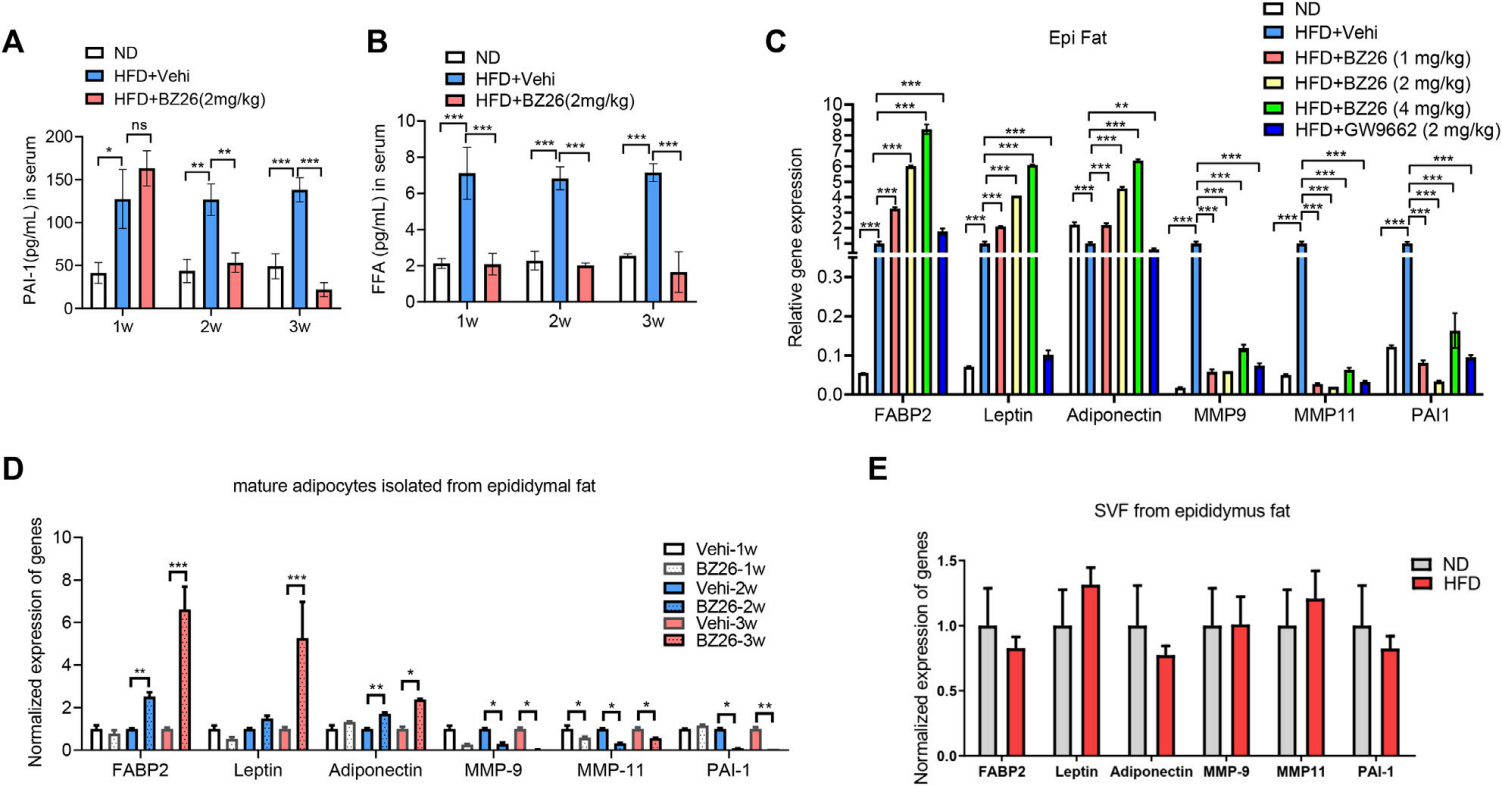
BZ26 inhibited the reprogramming of mature adipocytes into CAA-like cells in the visceral fat of HFD-fed mice. **(A)** FFA levels in the serum of the HFD-fed mice and the 2 mg/kg BZ26 treatment group. **(B)** PAI-1 levels in the serum of the HFD-fed mice and the 2 mg/kg BZ26 treatment group. **(C)** Expression levels of CAA marker genes encoding FABP2, leptin, adiponectin, IL-6, PAI-1, MMP-9, and MMP11 in the visceral fat tissue of HFD-fed mice and BZ26-treated HFD-fed mice assayed by qRT-PCR. **(D)** Expression levels of CAA marker genes encoding FABP2, leptin, adiponectin, IL-6, PAI-1, MMP-9, and MMP11 in the mature adipocytes of HFD-fed mice and BZ26-treated HFD-fed mice assayed by qRT-PCR. **(E)** Expression levels of CAA marker genes encoding FABP2, Leptin, Adiponetin, MMP-9, MMP-11 and PAI-1 in the SVF from the epididymus fat of HFD and ND mice assayed by qRT-PCR.

AT comprises a heterogeneous cell population, mostly comprising adipocytes but also various other stromal cells, including endothelial cells, pericytes, macrophages, and adipocyte progenitor cells. Both adipocytes and the stromal vascular cells in the AT contribute to tumor development and progression (Iyengar et al., 2003). Therefore, we isolated the mature adipocytes in the visceral fat from the obese mice and analyzed their phenotypes by measuring the expression levels of CCA markers by qRT-PCR. The data shown in Figure 2D indicated that the expression levels of CCA markers in the mature adipocytes were lower in the HFD-fed mice treated with BZ26 in a time-dependent manner compared to the abnormally high levels of these markers in the HFD-fed mice. Importantly, to test whether the preadipocytes had the same phenotype as the mature adipocytes, we isolated the SVF from the visceral fat and measured the expression levels of CAA marker genes by qRT-PCR. The expression of FABP2, Leptin, Adiponectin, MMP-9, MMP-11, and PAI-1 has no significant change between the SVF of HFD-fed mice and ND-fed mice, suggesting that the SVF did not have the CAA phenotype (Figure 2E). Taken together, these results indicated that BZ26 promoted the reprogramming of mature adipocytes in the visceral fat of the HFD-fed mice to a CAA-like phenotype, but this did not occur with the preadipocytes.

### 3.3 BZ26 inhibited obesity-related breast cancer progression

Cancer cells cooperate with other adjacent cells to promote tumor growth and invasion. Given that BZ26 had the ability to inhibit the differentiation of mature adipocytes in the visceral fat of obese mice to a CAA-like phenotype, we sought to determine whether BZ26 could inhibit the development of obesity-related cancer by inhibiting the formation of CAAs. To accomplish this, we isolated mature adipocytes from HFD-fed mice and BZ26-treated HFD-fed mice, mixed the adipocytes with breast cancer cells (E0771 cell line), and then injected the mixture into the mammary tissue of the mice. The tumor sizes in the mice in the mixture group (i.e., E0771 cancer cells and mature adipocytes) were larger than the tumor sizes in the mice which only the E0771 cells were injected (Figure 3A). As expected, BZ26 treatment led to a reduction in the sizes of the tumors compared with the mixture group, suggesting that the mature adipocytes promoted tumor growth and that BZ26 could reverse this effect. Consistently with this, the serum FFA and PAI-1 levels, which were higher in the mice in the mixture group relative to the control mice, were lower in the BZ26-adipocyte group compared with mixture group (Figures 3B, C). In addition, the levels of inflammatory factors, such as IL-1β, IL-6, and CCL2, which were markedly higher in the mixture group compared to the control group, were reduced after BZ26 treatment (Figures 3D–F).

**FIGURE 3:**
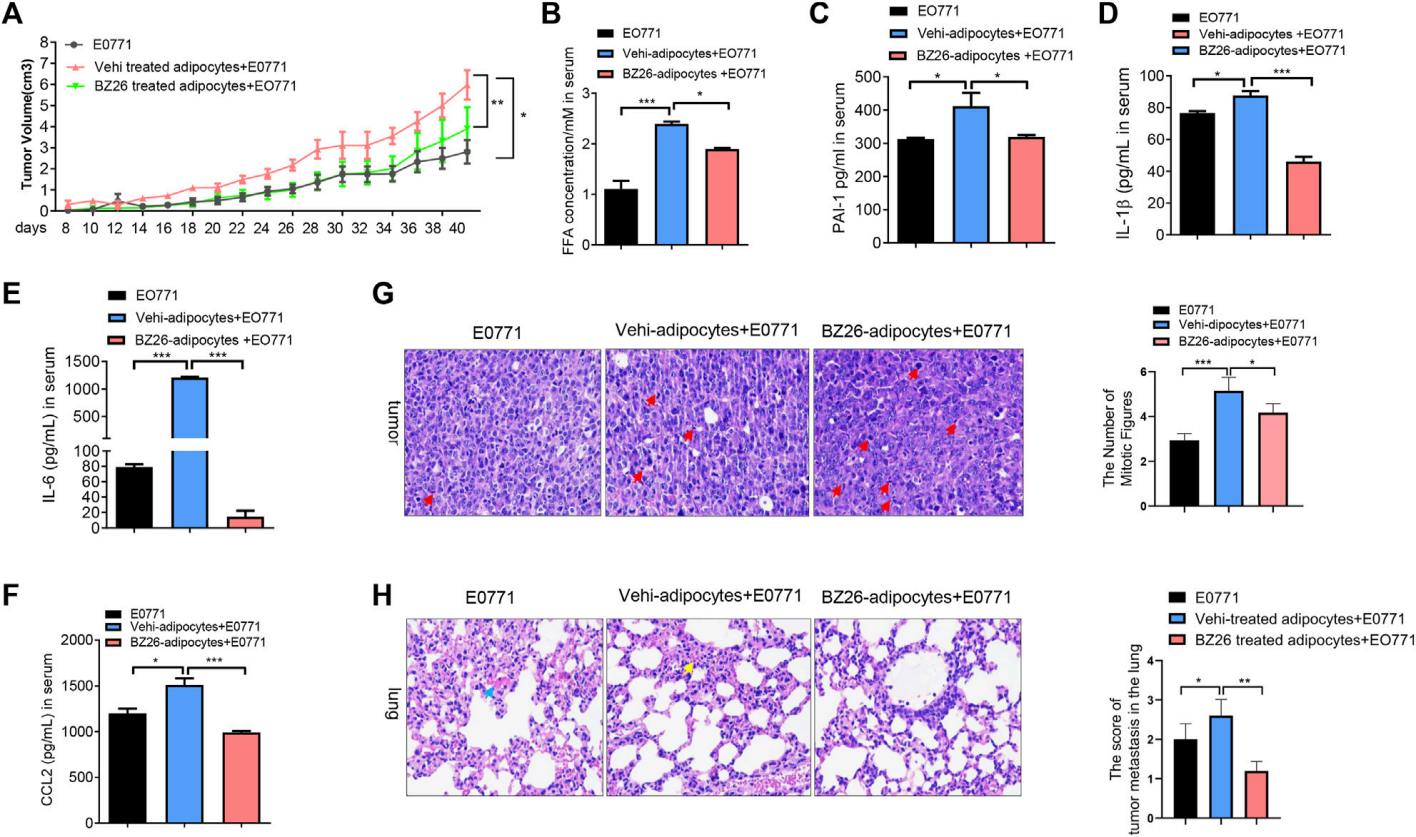
BZ26-treated mature adipocytes inhibited breast cancer proliferation and metastasis in HFD-fed mice. **(A)** The volume of the tumor in HFD mice injected E0771 only or (E0771+adipocyte mixture) or (BZ26-treated adipocytes + E0771) mixture. **(B–F)** Levels of FFAs,PAI-1, IL-1β, IL-6 and CCL-2 in the serum of HFD mice injected E0771 only or (E0771 + adipocyte mixture) or (BZ26-treated adipocytes + E0771) mixture. **(G)** H&E staining and quantification of the numbers of mitotic figures (×200 magnification) of the tumor tissue isolated from the HFD mice injected E0771 only or (E0771 + adipocyte mixture) or (BZ26-treated adipocytes + E0771) mixture. **(H)** H&E staining of tumor tissue and quantification of the tumor metastasis in the lung tissue. Scoring criteria: 0, no tumor cell infiltration; 1, small tumor metastasis; 2, 1–2 flaky tumor metastases; 3, multiple flaky tumor metastases (×200 magnification).

Mitotic figures are manifestations of tumor cell atypia. Benign tumors have little mitotic figures, no pathological mitotic figures, while malignant tumors have more, visible pathological mitotic figures. To evaluate the effect of BZ26 on tumor progression, H&E assays and quantification of the mitotic figures were performed in the tumor tissue of the mice. Compared to the E0771 group, more mitotic figures were observed in the tumor tissue of the mice in the mixture, but BZ26 treatment induced a significant decrease in the number of mitotic figures (Figure 3G), suggesting that mature adipocytes promoted tumor malignancy, while BZ26 attenuated this effect. Moreover, breast cancer is prone to lung metastasis, so we assessed tumor metastasis in the lung tissue by H&E staining and scored the tumor infiltration. Consistently, BZ26 suppressed tumor metastasis into the lung tissue (Figure 3H). Taken together, these results substantiated that mature adipocytes promoted the growth of breast tumors and metastasis, but BZ26 could reduce the pathological burden.

### 3.4 BZ26 mediated the browning of visceral and subcutaneous fat

Traditionally, AT has been divided into two types: WAT, best known for storing excess energy in the form of triglycerides, and BAT, which oxidizes chemical energy to produce heat to protect against hypothermia and obesity (Kajimura et al., 2008; Seale et al., 2008; Seale et al., 2011). Here, we assessed how BZ26 affected the phenotype of adipocytes in HFD-fed mice. 

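In the sequenced epididymal fat, Cox7c, Cox8b, Cox4i2, Cox4i1, Cox6c, Cox5b, Cox14 and Ppara, the genes of Figure 4A, had negative log2 fold changes for HFD against ND, from -1.21 to -0.49 with a median of -0.59. The median of 15 adipocyte marker genes was -0.52. By edgeR's quasi-likelihood test 3 of the 8 passed an adjusted p-value of 0.05 over all genes tested. Cox14 (ENSMUSG00000023020, chromosome 15 of GRCm38 from 99725618 to 99728136) had 87.4 ± 4.83 CPM on ND and 61.4 ± 4.55 CPM on HFD (SD, n = 3 each), a log2 fold change of -0.51 (standard error 0.11, adjusted p = 0.0245 from edgeR's test). Cox6c, whose exons overlap those of Vps13b, had 286 ± 34.1 CPM and 182 ± 21.1 CPM (SD, n = 3 each), a log2 fold change of -0.65 (adjusted p = 0.0319). Cox5b had 213 ± 22.6 CPM and 147 ± 5.71 CPM (SD, n = 3 each), a log2 fold change of -0.54 (adjusted p = 0.0331). The others did not pass, with adjusted p-values of 0.0742 for Cox7c, 0.0809 for Cox4i2, 0.0813 for Ppara, 0.125 for Cox8b and 0.126 for Cox4i1, whose exons overlap those of Emc8. Ppara had 6.99 ± 0.786 CPM on ND and 3.04 ± 1.54 CPM on HFD (SD, n = 3 each). The HFD and ND values overlapped in Cox8b, with 10.5, 25.2 and 17.4 CPM on ND and 7.16, 12.2 and 3.57 CPM on HFD, and in none of the others. Adjusted over these genes alone, which the paper chose from these data, all 8 passed. With DESeq2's Wald test 7 passed over all genes tested. With 1 sample left out the number went from 0 to 6 by edgeR's test, and from 3 to 8 at an unadjusted p under 0.05.

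Other genes of brown fat did not move together. Ppargc1a, which encodes PGC1α, fell by 2.17 on the log2 scale (standard error 0.35, adjusted p = 0.0114 from edgeR's test). The mitochondrial gene mt-Co3, whose exon overlaps that of mt-Atp6, fell by 1.44 (standard error 0.18, adjusted p = 0.00690). All mitochondrial genes together took 3.92%, 4.39% and 3.93% of the counts in the ND libraries and 2.00%, 2.66% and 1.81% in the HFD libraries. Otop1 rose from 2, 12 and 5 counts to 191, 103 and 230 (log2 fold change 4.82, standard error 0.60). Dio2 and Cidea did not pass (adjusted p = 0.783 and 0.471), and the log2 fold change of Dio2 went from 0.31 to -0.49 without the third HFD sample. Ucp1 had 0, 0 and 0 counts on ND and 3, 9 and 1 on HFD and was not tested.

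**Figure D3:**
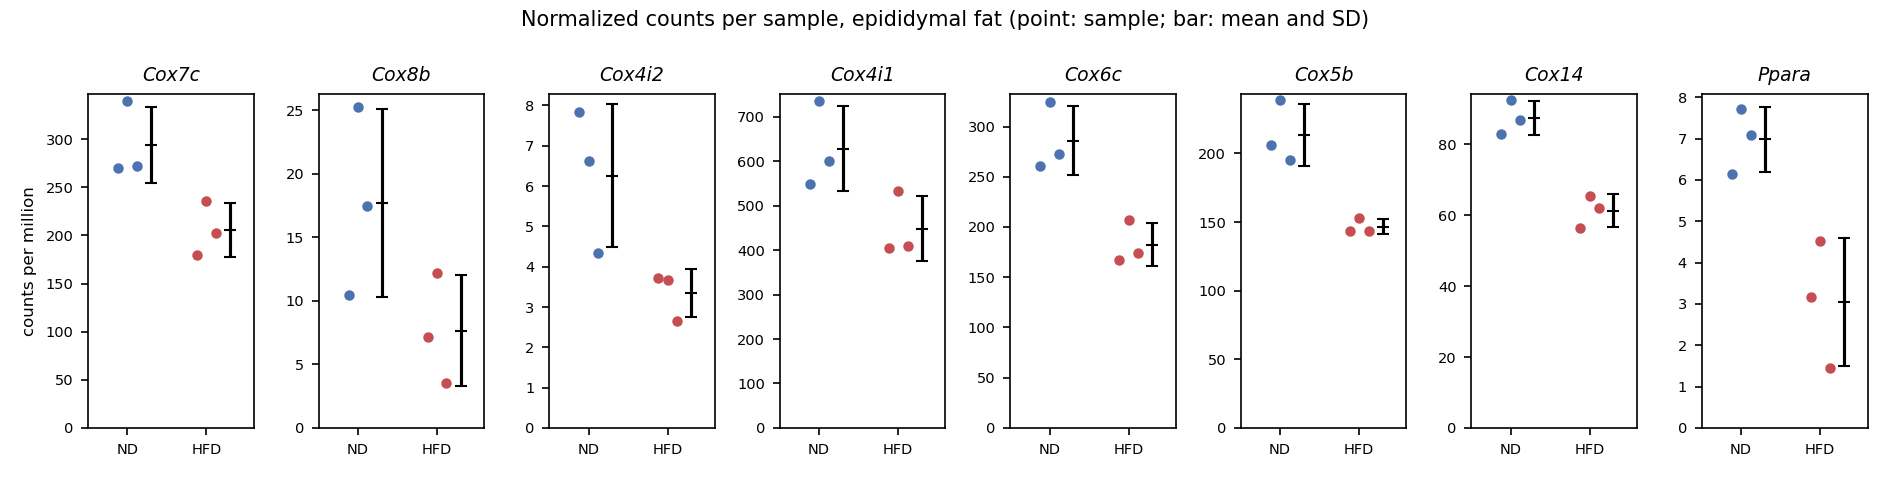
Normalized counts (vertical axes, CPM, each starting at 0) of the genes of Figure 4A in the ND and HFD samples (horizontal axes); points are samples and bars are the mean and SD. The means are lower on HFD in all 8, and the samples of both diets overlap in Cox8b.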

First, the RNA-Seq data showed that adipose tissue browning-related genes such as Cox7c, Cox8b, Cox4i2, Cox4i2, Cox6c, Cox5b, Cox14, and PPARα were significant decreased in the visceral fat (epididymis fat) of HFD group compared to the ND group (Figure 4A). Then, the epididymis fat was collected from the HFD-fed mice and BZ26-treated HFD-fed mice and analyzed for its browning characteristics. This was accomplished by measuring the changes in mRNA expression levels of key thermogenic genes (*Dio2* (type II iodothyronine deiodinase)*, Pgc1α* (peroxisome proliferator-activated receptor gamma, coactivator 1α)*,* and *Ucp1* (uncoupling protein 1); brown adipose-related genes [*Cidea* (cell death-inducing DNA fragmentation factor, alpha subunit-like effector a)*, Otop1* (otopetrin 1), and *PPARα* (peroxisome proliferator activator receptor α)]; and mitochondrial electron transport-related genes [*Coxiii* (cytochrome c oxidase subunit 3)*, Cox5b* (cytochrome c oxidase subunit 5b), and *Cox8b* (cytochrome c oxidase subunit 8b)], which are classical markers of BAT, in the epididymis fat of the mice in each group were measured by RT-qPCR.

**FIGURE 4:**
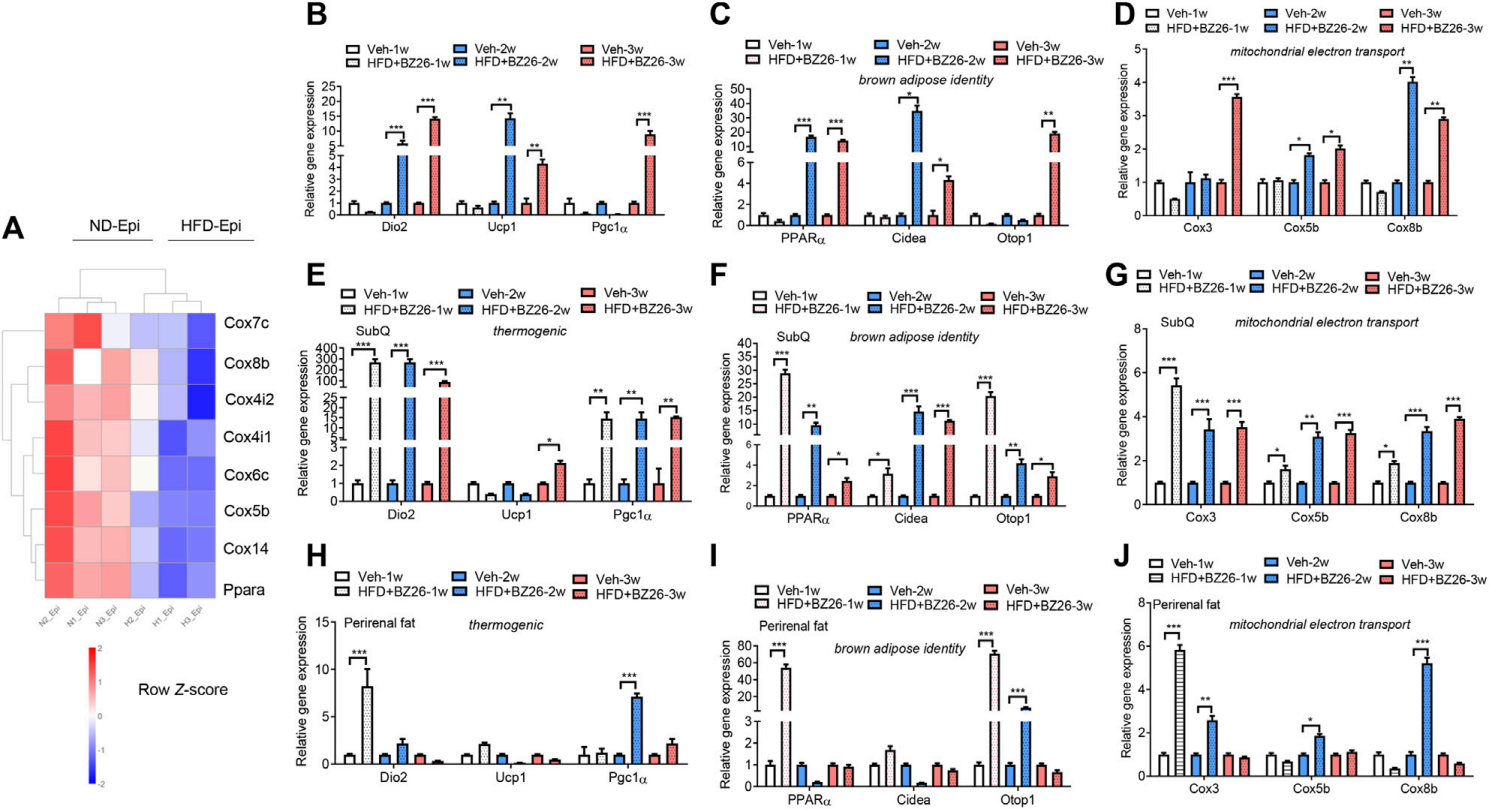
BZ26 mediated the browning of visceral fat. **(A)** Heatmap depicting the levels of differentially expressed genes involved in the browning of adipose tissue. **(B)** mRNA expression levels of thermogenic genes, including *Dio2*, *Ucp1*, and *Pgc1α*, in the visceral fat of HFD-fed mice with and without treatment with 2 mg/kg BZ26 for one, two, and 3 weeks. **(C)** mRNA expression levels of brown adipose-related genes, such as *PPARα*, *Cidea*, and *Otop1*, in the visceral fat of HFD-fed mice with and without treatment with 2 mg/kg BZ26 for one, two, and 3 weeks. **(D)** The mRNA expression levels of mitochondrial electron transport-related genes, such as *Cox3*, *Cox5b*, and *Cox8b*, in the visceral fat of HFD-fed mice with and without treatment with 2 mg/kg BZ26 for one, two, and 3 weeks. **(E)** mRNA expression levels of thermogenic genes, including *Dio2*, *Ucp1*, and *Pgc1α*, in the subcutaneous fat of HFD-fed mice with and without treatment with 2 mg/kg BZ26 for one, two, and 3 weeks. **(F)** mRNA expression levels of brown adipose-related genes, such as *PPARα*, *Cidea*, *Otop1*, in the subcutaneous fat of HFD-fed mice with and without treatment with 2 mg/kg BZ26 for one, two, and 3 weeks. **(G)** mRNA expression levels of mitochondrial electron transport-related genes, such as *Cox3*, *Cox5b*, and *Cox8b*, in the subcutaneous fat of HFD-fed mice with and without treatment with 2 mg/kg BZ26 for one, two, and 3 weeks. **(H)** mRNA expression levels of thermogenic genes, including *Dio2*, *Ucp1*, and *Pgc1α*, in the perirenal fat of HFD-fed mice with and without treatment with 2 mg/kg BZ26 for one, two, and 3 weeks. **(I)** mRNA expression levels of brown adipose-related genes, such as *PPARα*, *Cidea*, *Otop1*, in the perirenal fat of HFD-fed mice with and without treatment with 2 mg/kg BZ26 for one, two, and 3 weeks. **(J)** mRNA expression levels of mitochondrial electron transport-related genes, such as *Cox3*, *Cox5b*, and *Cox8b*, in the perirenal fat of HFD-fed mice with and without treatment with 2 mg/kg BZ26 for one, two, and 3 weeks.

After the HFD-fed mice were treated with 2 mg/kg BZ26 for 1 week, 2 weeks, or 3 weeks, the mRNA levels of *Dio2* and *Pgc1α* were significantly higher compared to the levels in the control group (Figure 4B). However, the mRNA levels of *Ucp1* were lower than in the control group for the first 2 weeks of BZ26 treatment but then increased after being treated with BZ26 for 3 weeks. All thermogenic gene expression in the epididymis AT was lower than HFD group after being treated with BZ26 for 1 week, but expression of these genes was upregulated in the BZ26-treated HFD-fed mice after 3 weeks (Figure 4C). The mRNA expression of the brown adipose-related genes (*PPARα*, *Cidea,* and *Otop1*) was gradually upregulated in the BZ26-treated HFD-fed mice compared to the HFD-fed mice (Figure 4C). Furthermore, the expression levels of the mitochondrial electron transport genes *Coxiii, Cox5b,* and *Cox8b* were significantly increased by BZ26 in the visceral AT (Figure 4D). The subcutaneous fat and perirenal fat (peri fat) were also isolated from the ND-fed and HFD-fed mice to analyze their browning characteristics, including the thermogenic gene (*Ucp1*, *Dio2* and *Pgc1α*), brown adipose-related genes (*PPARα*, *Cidea* and *Otop1*) and the mitochondrial electron transport genes (*Coxiii, Cox5b,* and *Cox8b*). The results suggested that BZ26 also induced a “browning” of the subcutaneous (Figures 4E–G) and peri fat (Figures 4H–J). Taken together, these results indicated that BZ26 induced the browning of visceral and subcutaneous fat.

### 3.5 BZ26 inhibited adipose tissue inflammation in HFD-fed mice

AT is not only a reservoir for energy but also an immune organ. In the context of obesity, AT inflammation eventually leads to chronic inflammation and metabolic diseases. First, we analyzed the effect of BZ26 on the weight of visceral fat and subcutaneous fat in the HFD-fed mice, and the data shown in Figure 5A indicated that BZ26 had no significant effect on the weights of the visceral and subcutaneous fat. However, BZ26 did inhibit the release of inflammatory cytokines such as IL-6 and TNF-α into the serum (Figures 5B, C). Next, inflammatory cell infiltration and AT injury in the visceral (Epi) fat tissue of the mice were assessed by H&E assay. The visceral fat of the mice that were fed a HFD contained high levels of infiltrated inflammatory cells, but the infiltration was significantly inhibited by BZ26 in a time-independent manner (Figures 5D, E) and dose-independent manner (Figures 5F, G). Taken together, BZ26 ameliorated the HFD-induced inflammation of AT.

**FIGURE 5:**
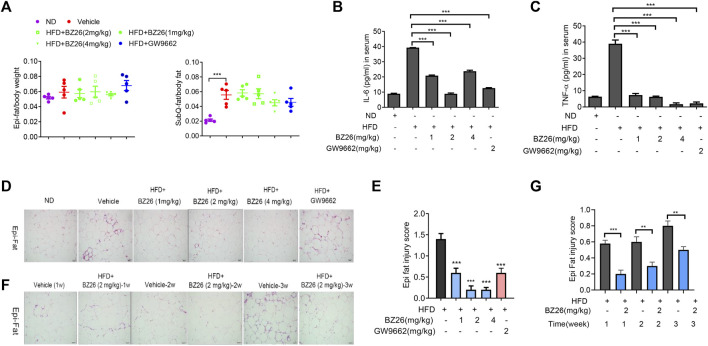
BZ26 induced the immunosuppression of adipose tissue in HFD-fed mice. **(A)** Weights of the visceral and subcutaneous fat. **(B)** Levels of IL-6 in the serum of ND-fed, HFD-fed, BZ26-treated HFD-fed mice separately, measured by ELISAs. **(C)** Levels of TNF-α in the serum of ND-fed, HFD-fed, BZ26-treated HFD-fed mice separately, measured by ELISAs. **(D)** H&E staining to determine the infiltration of inflammatory cells in the visceral fat of HFD-fed mice and HFD-fed mice treated with 1, 2, and 4 mg/kg BZ26 for 3 weeks. (*n* = ×5, ×200 magnification). **(E)** Quantification of inflammatory cell infiltration in the visceral fat. **(F)** H&E staining to determine the infiltration of inflammatory cell in the visceral fat of HFD-fed mice and HFD-fed mice treated with 2 mg/kg BZ26 for one, two, and 3 weeks (n = ×5, ×200 magnification). **(G)** Quantification of inflammatory cell infiltration in the visceral fat.

### 3.6 Obesity-related metabolic disorders are attenuated by BZ26

Metabolic dysfunction is a key risk factor for obesity-related cancer. To evaluate the effect of BZ26 on obesity-induced metabolic syndrome, the livers and muscle tissue were isolated from the mice and subjected to histological analysis by H&E staining. As shown in Figure 6A, various degrees of liver and muscular steatosis were observed in all HFD-fed mice. Cells containing many lipid droplets of different sizes were observed throughout the hepatic lobules and muscle tissue. However, the derangement of cell structures and excessive lipid droplets observed in the liver and muscle cells of the HFD-fed mice was significantly alleviated by all BZ26 treatment group for 3 weeks. Moreover, the total triglyceride (TG) level in the serum of HFD-fed mice was significantly reduced after treatment by BZ26, and the high total cholesterol (TC) level in the serum of the HFD-fed mice was reduced after treatment with 1 mg/kg BZ26, but not obvious in the 2 mg/kg BZ26 and 4 mg/kg BZ26 group (Figures 6B, C). In addition, high ALT and AST levels in serum are generally associated with the hepatic steatosis and/or inflammation (Sheth et al., 1997). The ALT and AST levels in the serum of the HFD-fed C57BL/6J mice were reduced by BZ26 treatment (Figures 6D, E). Taken together, these data suggested that BZ26 significantly alleviated HFD-induced liver and muscle steatosis and metabolic disorders.

**FIGURE 6:**
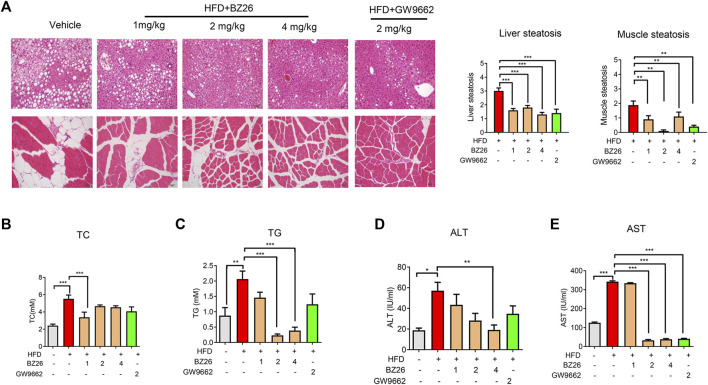
BZ26 attenuated the metabolic disorders. **(A)** H&E staining and quantification of hepatic/muscular steatosis from 5–8 tissue sections/400× field, 5–6 fields/gland/mouse fed a HFD and treated with the vehicle (0.1% DMSO), BZ26, and GW9662 (2 mg/kg) for 3 weeks. The grade of lesion was scored as slight (0.5), mild (1), moderate (2), severe (3), profound severe (4), and normal (0), (*n* = 6). All values are expressed as the mean ± SEM. Statistical analysis was based on one-way ANOVA followed by a Dunnett’s test. **p < 0.01, ***p < 0.01 compared to the vehicle. **(B)** Levels of TC and TG and **(C)** activities of ALT **(D)** and AST **(E)** in the serum collected from HFD-fed mice with and without BZ26 treatment (*n* = 9 or 6). All values are expressed as the mean ± SEM. Statistical analysis was based on one-way ANOVA followed by a Dunnett’s test or Student’s t-test for comparing two groups. ***p < 0.001 compared to the vehicle.

### 3.7 BZ26 directly binds with PPARγ

Bei et al. (2016) used molecular docking studies and found that BZ26 binds to the ligand-binding domain of PPARγ. Here, the effect of BZ26 on PPARγ activity was evaluated by luciferase reporting assays and the data showed that PPARγ activity was markedly inhibited by BZ26 in a dose-independent manner, and its efficacy in inhibiting PPARγ activity was much greater than the GW9662 antagonist (Figure 7A). Moreover, when PPARγ was co-treated with BZ26 and GW 1929, the activation of PPARγ by GW1929 was inhibited by BZ26, suggesting that BZ26 competed with GW1929 for binding to the receptor (Figure 7B). To explore whether BZ26 could directly bind to PPARγ, we used the quantitative ITC method to measure the binding affinity and binding stoichiometry between PPARγ and BZ26 at 298 K. Fitting of the ITC data to a one-site binding model revealed three potential BZ26 binding sites within PPARγ with moderate binding affinity (*K*_a_ = 8.70 × 10^3^ ± 2.04 × 10^3^ M^–1^) (Figure 7C).

**FIGURe 7:**
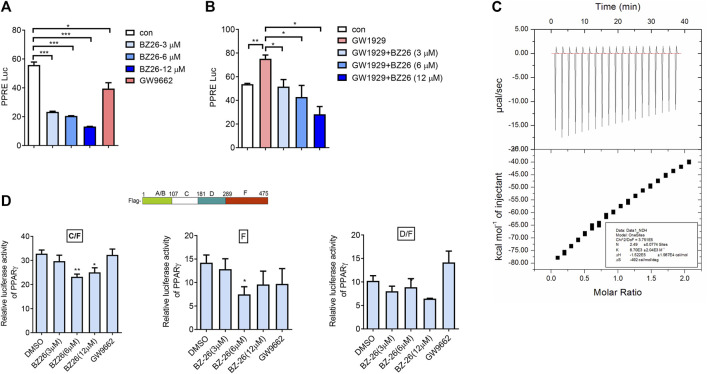
BZ26 is a modulator of PPARγ activity. **(A)** Transcriptional activation of PPARγ in cells treated with the indicated doses of BZ26 or GW9662. HEK293T cells were transfected with pIRES-mPPARγ/PPRE and pRL-control using Lipofectamine 2000. Then, cells were pretreated with apigenin for 24 h. Luciferase activities were measured using the dual-luciferase reporter assay system. All values are expressed as the mean ± SEM. Statistical analysis was based on one-way ANOVA followed by a Dunnett’s test. *p < 0.05, ***p < 0.001 compared to the control group. **(B)** Transcriptional activation of PPARγ in cells treated with the indicated doses of GW1929 or GW1929 plus BZ26. HEK293T cells were transfected with pIRES-mPPARγ/PPRE and pRL-control using Lipofectamine 2000. Then, the cells were pretreated with apigenin for 24 h. Luciferase activities were measured by using the dual-luciferase reporter assay system. All values are expressed as the mean ± SEM. Statistical analysis was based on one-way ANOVA followed by a Dunnett’s test. *p < 0.05, ***p < 0.001 compared to the control group. **(C)** ITC data for binding of BZ26 to PPARγ. The upper panels show the raw data, and the lower panels show the corresponding binding isotherm fitted to a one-binding-site model. A reference titration of the ligand into buffer was used to correct for the heat of dilution. The thermodynamic parameters (K, ΔH, and ΔS) are indicated. **(D)** HEK293T cells were transfected with pIRES-mPPARγ truncated mutants/PPRE and pRL-control using Lipofectamine 2000. Then, cells were pretreated with BZ26 (3 μM, 6 μM, and 12 µM) for 24 h. Luciferase activities were measured using the dual-luciferase reporter assay system. All values are expressed as the mean ± SEM. Statistical analysis was based on one-way ANOVA followed by a Dunnett’s test. *p < 0.05, **p < 0.01 compared to the control group.

The structure of PPARγ comprises an A/B domain as well as C (DNA-binding domain), D (hinge), and F (ligand-binding domain, LBD) domains. To identify which amino acids of PPARγ are involved in binding BZ26, three different C-terminal deletion mutants (C/F, D/F, F) of PPARγ, the design and preparation of which are described in our previous report (Feng et al., 2016), were used. The data showed that BZ26 partially inhibited the activation of the C/F (107aa-475aa) mutant, suggesting that the BZ26 did not bind with the A/B mutant. In contrast, the D/F (181–475 aa) mutant could not be inhibited by BZ26, suggesting that amino acids 107aa-181aa in PPARγ were responsible for binding BZ26 (Figure 7D). However, BZ26 also partially inhibited the activation of the F (289–475 aa) mutant, suggesting that amino acids 289–475 aa were also required for their binding. Taken together, the 107aa-475aa maybe necessary for BZ26 binding with PPARγ.

## 4 Discussion

A large number of pre-clinical and clinical trials have shown that obesity is associated with the development of 13 different types of cancers, including breast cancer, prostate cancer, and ovarian cancer. Obesity also portends worse cancer-specific outcomes after diagnosis in several tumor types and significantly increasing human mortality (Renehan et al., 2006). However, the precise mechanisms linking obesity and cancer are not yet well-understood. Obesity is a pathological condition accompanied by excessive fat deposition in AT. Most cancers develop and metastasize in the vicinity of an AT-rich environment. Several reports have shown that adipocyte progenitor cells rapidly proliferated and differentiated into mature adipocytes in obese individuals, thereby contributing to tumor progression (Brown and McIntosh, 2003; Naugler and Karin, 2008). In this study, we found that mature adipocytes from the adipose tissue of HFD-fed mice promoted breast cancer progression, and co-injection of mature adipocytes and E0771 breast cancer cells into the HFD-fed mice further promoted obesity-related tumor progression. Based on these results and literature precedent, mature adipocytes in AT may be a crucial link between obesity and cancer (Nieman et al., 2011; Park et al., 2011).

CAAs are delipidated, cancer cell reprogramed-adipocytes that support tumor growth and survival by secreting excess inflammatory cytokines and proteases to create an environment that increases the invasiveness and aggression of cancer cells. Interestingly, in this study, we found that in the HFD-fed mice, mature adipocytes exhibited a CAA-like phenotype while the pre-adipocytes isolated from the visceral fat of HFD-fed mice did not emerge a CCA phenotype. In addition, in obesity, mature adipocytes are indicated to play a significant role in cancer cell proliferation, invasion, and metastasis (van Kruijsdijk et al., 2009; Park et al., 2011; Prieto-Hontoria et al., 2011; Biton et al., 2014). One study confirmed that CAAs were involved in breast cancer proliferation and metastasis (Wu et al., 2019). Here, we found that inhibition of PPARγ by BZ26 inhibited the differentiation of mature adipocytes to CAAs, thereby inhibiting obesity-related inflammation and breast cancer growth and metastasis. Therefore, inhibiting the differentiation of mature adipocytes to CAAs is a promising therapeutic strategy for treating obesity-related metabolic disorders and cancers by inhibiting the reprogramming of mature adipocytes to CAAs.

PPARγ is a ligand-dependent nuclear transcription factor that regulates adipocyte differentiation, and its dysfunction is believed to cause numerous life-threatening diseases such as diabetes and cancer. Reports have indicated that deletion of PPARγ in AT of obese mice protected the mice against HFD-induced obesity and insulin resistance (Jones et al., 2005; Feng et al., 2014; Landgraf et al., 2020). Moreover, perturbation of PPARγ signaling with novel PPARγ agonists and antagonists is gaining attention as a strategy for the treatment of several cancers, including breast cancer (Ahmed et al., 2007; Chandra et al., 2017). Yang et al. (2020) observed that inhibiting the activation of PPARγ prohibited the uptake of fatty acids by Nur77, which suppressed breast cancer progression. However, the role of PPARγ in the development of obesity-related cancer is still unclear.

In this study, we found the mature adipocytes in the visceral fat of HFD-fed mice have a CAAs phenotype but the stromal vascular fraction (SVF) of the visceral fat has not. Importantly, we found the derivate of the potent PPARγ antagonist GW9662, BZ26 inhibited the reprogramming of mature adipocytes in the visceral fat of HFD-fed mice into CAA-like cells and inhibited the proliferation and invasion of obesity-related breast cancer. Further study found that it mediated the browning of visceral, subcutaneous and perirenal fat and attenuated inflammation of adipose tissue and metabolic disorders. For the mechanism, we found that BZ26 bound and inhibited PPARγ by acting as a new modulator. Therefore, BZ26 serves as a novel modulator of PPARγ activity, that is, capable of inhibiting obesity-related breast cancer progression by inhibiting of CAA-like cell formation, suggesting that inhibiting the reprogramming of mature adipocytes into CAAs or CAA-like cells may be a potential therapeutic strategy for obesity-related cancer treatment.

## Data Availability

The data presented in the study are deposited in the Gene Expression Omnibus repository, accession number GSE240082.

# Supplementary material for: Inhibition of PPARγ by BZ26, a GW9662 derivate, attenuated obesity-related breast cancer progression by inhibiting the reprogramming of mature adipocytes into to cancer associate adipocyte-like cells
**Source:** Front Pharmacol. 2023 Aug 15;14:1205030. doi: 10.3389/fphar.2023.1205030
**Supplement:** Supplementary file 1

| **Gene** | **Forward Primer** | **Reverse Primer** |
| --- | --- | --- |
| IL-1b | CTTCAGGCAGGCAGTATCACTC | TGCAGTTGTCTAATGGGAACGT |
| IL-6 | ACAACCACGGCCTTCCCTAC | TCTCATTTCCACGATTTCCCAG |
| Tnf-a | CGAGTGACAAGCCTGTAGCCC | GTCTTTGAGATCCATGCCGTTG |
| β-Actin | TGCTGTCCCTGTATGCCTCT | TTTGATGTCACGCACGATTT |
| Fizz1 | AGGAGCTGTCATTAGGGACATC | GGATGCCAACTTTGAATAGG |
| Ym1 | AGAAGGGAGTTTCAAACCTGGT | GTCTTGCTCATGTGTGTAAGTGA |
| Arg-1 | CTCCAAGCCAAAGTCCTTAGAG | AGGAGCTGTCATTAGGGACATC |
| CCR2 | ATGCAAGTTCAGCTGCCTGC | ATGCCGTGGATGAACTGAGG |
| NOS2 | GCTTCTGGTCGATGTCATGAG | TCCACCAGGAGATGTTGAAC |
| Adiponectin | GGAACTTGTGCAGGTTGGAT | GCTTCTCCAGGCTCTCCTT |
| Cidea | ATCACAACTGGCCTGGTTACG | TACTACCCGGTGTCCATTTCT |
| Cox8b | GAACCATGAAGCCAACGACT | GCGAAGTTCACAGTGGTTCC |
| Cox3 | CAAGGCCACCACACTCCTATT | GTCAGCAGCCTCCTAGATCA |
| Cox5b | TCTAGTCCCGTCCATCAGCA | AGACATTCTGTGAGGCAGGT |
| Pgc-1a | CCCTGCCATTGTTAAGACC | TGCTGCTGTTCCTGTTTTC |
| Ucp1 | CACCTTCCCGCTGGACACT | CCCTAGGACACCTTTATACCTAATGG |
| Fabp4 | GCTTTTGTAGGTACCTGGAAACTT | ACACTGATGATCATGTTAGGTTTGG |
| *Dio2* | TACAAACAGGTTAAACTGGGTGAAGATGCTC | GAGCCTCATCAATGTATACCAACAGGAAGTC |
| PPARα | AACATCGAGTGTCGAATATGTGG | CCGAATAGTTCGCCGAAAGAA |
| Otop1 | ACTCTCTGGTTGACAGTCGC | TGTGAGTCTCCACTTGCACC |
| Leptin | GTGGCTTTGGTCCTATCTGTC | CGTGTGTGAAATGTCATTGATCC |
| MMP-9 | GGACCCGAAGCGGACATTG | CGTCGTCGAAATGGGCATCT |
| MMP-11 | CCACTCACTTTCACTGAGGTG | CGTCAAACGGCAAGTTGTCAC |
| FABP2 | GTGGAAAGTAGACCGGAACGA | CCATCCTGTGTGATTGTCAGTT |
| PAI-1 | CAAGCTCTTCCAGACTATGGTG | ACCTTTGGTATGCCTTTCCAC |

**Table 1 sequences of primers used in this paper**

How the deposited data were processed for this re-analysis (not part of the article)

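RNA from the epididymal fat of ND-fed and HFD-fed mice was measured by RNA-Seq in 3 samples per diet. Diet and replicate number were taken from the sample labels, and the length of the diets from the paper's methods. The subcutaneous fat named in the methods was not analysed here. Same-numbered libraries of the 2 diets come from different mice.

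The authors mapped paired-end reads to GRCm38 with TopHat and Cufflinks with default settings, and the paper's text does not name the tool that counted the reads or the annotation release. The authors deposited the raw counts per gene without normalization. The authors also deposited FPKM values for the same genes and libraries, each equal to the count divided by a length per gene and a factor per library (checked on the 11492 genes with more than 50 counts in every library). Gene names, coordinates and biotypes were taken from GENCODE release M21 of the same build, in which 54495 of the 54532 identifiers were found.

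Count totals lay between 16996896 and 18859320 per library, with a median of 18727850 on ND and 17622657 on HFD. CPM values use the count total scaled by the TMM factor. Where every library of a group was at or under the floor of 3 counts, a fold change was computed against the floor and is a lower bound.

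The main test was edgeR's quasi-likelihood F-test (edgeR 4.0.16 in R 4.3.3, glmQLFit with robust=TRUE) with TMM normalization, the filterByExpr filter, diet as the only factor, Benjamini-Hochberg adjustment and an adjusted p-value of 0.05 as the threshold, the threshold the paper used with DESeq2. The standard error of a log2 fold change was derived from the F statistic. With 3 samples against 3 an exact permutation test of a single gene cannot go below p = 0.1, so none was run. Over-representation used a one-sided Fisher's exact test on hand-written lists, and some results are not reported here. The alternatives were DESeq2 1.42.0, limma-voom (limma 3.58.1), DESeq2's size factors in edgeR, library size only, no filter, a filter of at least 10 counts in at least 3 libraries, robust=FALSE, the replicate number as a block, each library left out, limma on log2(FPKM + 1) for genes with an FPKM of at least 0.5 in at least 3 libraries, the same with a pseudocount of 0.1 or without the filter, a log2 fold change of at least 1 in size, protein-coding genes only, higher and lower genes tested separately for the lists, and limma's camera with an inter-gene correlation of 0.01. These alternatives and the lists were chosen before the data were examined. Further runs of DESeq2 were chosen after seeing the data, with independent filtering set at 0.05 in place of its default of 0.1, with genes without counts kept, and with both.

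The genes named are those of the paper's text and of Figures 1C, 1D and 4A, members of the written lists, and the 5 protein-coding genes with the largest change in each direction among those with an adjusted p-value under the threshold, an average log2 CPM above 1 and no overlap between the diets.

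The methods were tested on a single simulated data set with 200 genes changed. Its counts were drawn with the spread per gene that edgeR estimated, which may favour edgeR. edgeR's test recovered 155 of them among 15503 genes and made 13 false calls in 168. DESeq2 recovered 171 among 15751 genes and made 55 false calls in 226.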

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

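The tests in this part were chosen after the result they concern had been seen, except that of the epididymis markers, which was chosen before. Each result is a signal in genes that the paper does not discuss.

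The third ND library held 264 genes with more than 50 counts and more than 10 times the counts of any other library. They took 64190 counts, 0.340% of that library, while each other library had between 0 and 3 such genes. Dcdc2a, Mmp7, Cldn2 and Foxj1 are among them, named after their values were seen. Lists of motile cilium genes and of epithelial genes were written without the names already seen. Of the counts of the cilium list 74.9% lay in the third ND library, and of those of the epithelial list 50.6%, against 16.7% for an even spread. The test asked for over 50% in both lists, which the epithelial list only just reached. This is consistent with epithelium of a neighbouring duct in that piece of tissue. A kidney list had 55093 counts in that library, 36.6% of its total, of which 55013 were from Cyp2e1, a gene with 40340 and 47232 counts in the other ND libraries. With Cyp2e1 left out, a choice made after seeing the counts, 80 counts remained, 58.4% of the total but under the 100 required. Epididymis markers had 240 counts in all libraries, with 52.9% in the 2 highest ND libraries, too few to tell whether epididymis is a source. The library had 18859320 counts against 18727850 in the second. Of these genes 27 were tested by edgeR and 0 were called lower, with 18 at an unadjusted p under 0.05. The single ND replicate 3 genes thus make up 0% of the genes called lower, a share that their selection for a spread within ND and the few that were tested kept small whatever the cause. DESeq2 called 27 of them lower, among its 1596 lower genes. Of the 187 genes that DESeq2 gave a log2 fold change below -5 without calling them, 133 were among these genes. Cdh16, Hnf4a, Kl and Pax8, which the kidney list does not hold, are also among the genes with counts almost only in that library. Epithelium in that sample remains a candidate explanation, and neither kidney, whose list without Cyp2e1 had a larger share there than the epithelial list but few counts, nor epididymis can be told apart from it. As the signal is in 1 sample of its diet, the design gives no biological explanation to test.

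The list of lipid-associated macrophage markers had a median log2 fold change of 5.00 on HFD, with 8 of 10 genes higher by edgeR's test at an adjusted p under 0.05. Gpnmb had a log2 fold change of 8.11 and Trem2 of 5.31, each higher in 3 of 3 HFD samples than in any ND sample (adjusted p = 0.00344 and 0.00344 from edgeR's quasi-likelihood test), while Lpl had -0.33 and did not pass. If the tissue only held more macrophages of every kind, the list would rise about as much as general macrophage markers, whose median was 1.74. The difference was 3.26, more than the 1 log2 unit that was set. A change in the kind of macrophage may be part of the pattern, as a hypothesis. In a mixed tissue it cannot be separated from other changes in cell number.

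Slc5a7 was at least 343-fold higher on HFD, at 59.7 ± 0.718 CPM (SD, n = 3), with 2, 0 and 0 counts in the ND libraries. No other gene's exons overlap it in the annotation. A change of the whole chromosome region was examined through the tested genes within 500 kb. There was 1 such gene, and 0 were called higher on HFD (0 at an unadjusted p under 0.05), with a log2 fold change of -0.13. This goes against a change that reaches that gene, but a change of a smaller stretch around Slc5a7 cannot be told apart from a change of Slc5a7 itself. A strain variant between the mice of the 2 diets was not tested.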

How the results depend on the processing

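The number of differentially expressed genes, 2504 by edgeR's test, was 3629 with DESeq2's Wald test, 2297 with limma-voom, 2523 with DESeq2's size factors, 2331 with library size only, 2163 with no filter, 2495 with the filter of at least 10 counts and 2580 with robust=FALSE. On FPKM it was 2070 with a pseudocount of 1, 2108 with a pseudocount of 0.1 and 579 without the filter, where 368 genes were higher and 211 lower. Of those 579 genes, 566 were also called in the counts. Requiring a log2 fold change of at least 1 in size left 1585 genes, 1034 higher and 551 lower. DESeq2 called 1596 lower genes against 952, and its runs added after seeing the data called 1630, 1617 and 1632. In the simulated data DESeq2 made 55 false calls in 226 and edgeR 13 in 168. Those counts were drawn once, with the spread per gene that edgeR estimated. They held 200 changed genes, while 2504 were called in the real data. The simulation therefore cannot say how many of DESeq2's additional calls were false. The cause of the differences between settings was not tested.

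Across the fits that each left out one sample, the number of differentially expressed genes went from 474 to 3940, the number higher from 337 to 2368 and the number lower from 94 to 1572. The Figure 1C genes that were higher past the threshold went from 3 to 18, against 17. The Figure 4A genes that were lower past it went from 0 to 6, against 3, and from 3 to 8 at an unadjusted p under 0.05. On unfiltered FPKM 3 of the Figure 1C genes and 0 of the Figure 4A genes passed, with 8 of the latter at an unadjusted p under 0.05. DESeq2 called 7 of the Figure 4A genes, and each of its added runs called 8. The cause was not tested. Il6, Fabp2 and Ucp1 had too few counts at this depth to be tested.

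With the replicate number as a block 1886 genes passed, of which 1693 were also called without it. The deviations of same-numbered libraries from their group means had correlations of -0.0858, -0.0556 and -0.00532 across genes.

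For the pathway lists the values are adjusted p-values from Fisher's exact test, or from limma's camera where it is named. With DESeq2's Wald test the list for complex IV passed at 0.0302 and that for complexes III and V at 6.20e-06, and its added runs gave 0.0135, 0.0108 and 0.0137 for complex IV and 1.47e-05, 9.25e-06 and 1.52e-05 for complexes III and V. Complexes III and V also passed with DESeq2's size factors (0.0113), library size only (0.000350), no filter (0.00959), robust=FALSE (0.0116), lower genes alone (0.00100) and camera (2.37e-08), and complex IV with camera (0.00358). The pyruvate dehydrogenase list did not pass with limma-voom (0.0941) or on FPKM with a pseudocount of 1 (0.0936), of 0.1 (0.0880) or without the filter (0.272), where complex I (0.0601) and the TCA cycle (1) did not pass either. The cause was not tested. Among higher genes alone, complex I, the TCA cycle, pyruvate dehydrogenase and branched-chain amino acids had an adjusted p of 1. Among lower genes alone, neutrophil degranulation had 0.852, and phagocyte oxidants and platelet activation had 1. With one sample left out at a time, neutrophil degranulation (1.01e-25 to 1.01e-08) and phagocyte oxidants (5.60e-09 to 0.0341) passed in all 6 fits. Platelet activation ranged from 4.13e-08 to 0.108, complex I from 3.03e-08 to 1, complex IV from 0.0922 to 1, complexes III and V from 0.00213 to 1, the TCA cycle from 0.00188 to 1, pyruvate dehydrogenase from 0.00711 to 1 and branched-chain amino acids from 9.30e-12 to 1.

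For the 58 named genes with a test, the fits that kept every sample reversed no direction, with 55 results weaker and 39 stronger. Leaving out one sample reversed 4 results. Across those fits the log2 fold change of Dio2 ranged from -0.49 to 0.68 and that of Ccr2 from -0.27 to 0.029. Dio2 went from 0.31 to -0.15 without the third ND sample and -0.49 without the third HFD sample, and Ccr2 from -0.08 to 0.029 without the first ND sample and 0.020 without the second HFD sample; the cause was not tested. In those fits 102 results were weaker and 10 stronger.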

Differences from the paper's values

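The paper reports 1627 genes lower in the visceral fat of HFD mice, and edgeR's quasi-likelihood test gave 952. Of the alternatives set before the data were examined, DESeq2's Wald test, at 1596, and the fit without the second HFD sample, at 1572, were within 1.5 times the paper's number. The others were not: limma-voom, DESeq2's size factors in edgeR (the nearest, at 1030), library size only, no filter, the filter of at least 10 counts, robust=FALSE, the replicate block, the fits that left out any other sample, the FPKM fits, the threshold on the log2 fold change and protein-coding genes alone. Of the runs of DESeq2 chosen after seeing the values, independent filtering at 0.05 gave 1630, keeping genes without counts gave 1617 and both together gave 1632. The paper's 3692 genes in all and 2065 higher genes were within 1.5 times of the 2504 and 1552 found by edgeR. DESeq2, the tool the paper used, came nearer, with 3629 and 2033. Its run with independent filtering at 0.05, chosen after seeing the values, gave 3696 and 2066.

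Figure 1C shows every labelled gene higher in the HFD samples. Its heat map has more rows than its 23 labels, so a label may not stand beside the row of its gene. In the deposited counts Ngfr, Mmp15, C1qtnf12, C1qtnf2 and Adipor2 were lower, with log2 fold changes of -1.90, -1.03, -0.99, -0.73 and -0.71, and none of the alternatives that tested them reversed any of these. Mmp13 was higher but did not pass by edgeR's quasi-likelihood test (adjusted p = 0.0878). DESeq2's Wald test called it (adjusted p = 0.0119, range over its alternatives 0.0112 to 0.290), as did the fit without the second HFD sample and the runs of DESeq2 chosen after seeing the values.

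Figure 1D shows its genes higher in HFD mice by RT-qPCR. In the sequenced libraries Mmp9 was lower (log2 fold change -1.94) and Adipoq did not pass (-0.52), and no alternative reversed either. Il6 and Fabp2 had too few counts to test.

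The paper states that the genes of Figure 4A are significantly decreased. All 8 were lower, and edgeR's quasi-likelihood test called Cox6c, Cox5b and Cox14. Of the alternatives set before the data were examined, DESeq2's Wald test also called Cox7c (adjusted p = 0.0235, range over its alternatives 0.0222 to 0.221), Cox8b (0.0488, 0.0360 to 0.312), Cox4i2 (0.0481, 0.0454 to 0.249) and Ppara (0.0276, 0.0260 to 0.202). The fit without the second HFD sample called Cox7c, Cox8b and Ppara, and the fit with library size only called Cox7c. Cox4i1 was called only by the runs of DESeq2 chosen after seeing the values (range over its alternatives 0.0483 to 0.312).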

Other observations

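In this part the test of Mmp9 against beta-actin was chosen only after the result had been seen, and the others before theirs was.

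With 3 samples against 3 there are 10 ways to divide the 6 libraries, so a share of splits is never under 0.1. The split by diet was compared with the 4 splits, itself included, that part all 3 same-numbered pairs, since the other 6 part 1 pair. Of those 4, 1 gave as many differentially expressed genes, the split by diet itself, and the same number, 1, held for the higher genes, the lower genes, the Figure 1C genes, the Figure 4A genes and the over-represented lists. The other splits called 0 genes, with 90 to 878 genes at an unadjusted p under 0.05 against 5353 for the split by diet. The share of such splits could not have come under 0.05 in this design, whatever the data, so it cannot tell the pattern apart from a chance division of the samples.

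A difference in library size was tested by thinning every library to the smallest total, after which 2491 genes were called against 2504. Across genes, Spearman's correlation of the log2 fold change with exonic length was 0.0759 and with GC content -0.0361, each under the 0.2 in size that was set.

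More macrophages in the HFD tissue were tested as an explanation for the rise of the Figure 1C genes. Within the diet groups, the mean correlation of all 23 genes of the figure, those that fell included, with 15 general macrophage markers was 0.475, at percentile 99.9 of 10000 random lists matched on expression, above the 95 that was set. Against lists drawn from the other genes called higher, the 17 genes called higher had a mean correlation of 0.798, at percentile 94.1, below it. Single genes differed: Mmp11, which rose, had a correlation of -0.469, and of those that fell, C1qtnf2 had -0.932, Adipor2 -0.872, Mmp15 -0.868, C1qtnf12 -0.846 and Ngfr 0.115. The other genes had correlations from 0.558 to 0.996. The Figure 1C genes that rose may therefore, Mmp11 apart, vary with macrophage content, but not clearly more than other genes that rose on HFD. The mean log2 CPM of the markers was 6.21, 6.08 and 6.12 in the ND libraries and 7.96, 7.43 and 8.60 in the HFD libraries. The correlations therefore rest mostly on the HFD samples. A gene that followed any other difference with that order among the HFD samples would score as high. The sequencing cannot say which cells express the Figure 1C genes.

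A smaller share of adipocyte RNA was tested for the Figure 4A genes through adipocyte markers. Their median log2 fold change was -0.52, against -0.59 for the Figure 4A genes, with 2 of 15 markers called lower. The test asked for a fall at least as large, and by the median the markers fell by slightly less. Single markers ranged from -3.42 to 0.39 and the Figure 4A genes from -1.21 to -0.49. A difference this small between medians therefore cannot decide whether a smaller share of adipocyte RNA explains the fall.

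The RT-qPCR of the paper was normalized to beta-actin, and Actb itself was higher on HFD in the libraries, in 3 of 3 samples (log2 fold change 1.00, adjusted p = 0.0466 from edgeR's quasi-likelihood test, range over its alternatives 0.000985 to 0.155). Relative to Actb the log2 fold change of Mmp9 was -2.94. As Actb rose, dividing by it can only lower the value, away from the direction in Figure 1D, so the comparison adds nothing to the rise of Actb.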
